# Alternating current stimulation promotes neurite outgrowth and plasticity in neurons through activation of the PI3K/AKT signaling pathway: Neurite growth enhanced by alternating current stimulation via PI3K/AKT pathway

**DOI:** 10.3724/abbs.2023238

**Published:** 2023-10-09

**Authors:** Hao Zhong, Cong Xing, Mi Zhou, Zeyu Jia, Song Liu, Shibo Zhu, Bo Li, Hongjiang Yang, Hongpeng Ma, Liyue Wang, Rusen Zhu, Zhigang Qu, Guangzhi Ning

**Keywords:** electrical stimulation, cortical neurons, neural regeneration, neurite outgrowth and plasticity, alternating current stimulation.

## Abstract

As a commonly used physical intervention, electrical stimulation (ES) has been demonstrated to be effective in the treatment of central nervous system disorders. Currently, researchers are studying the effects of electrical stimulation on individual neurons and neural networks, which are dependent on factors such as stimulation intensity, duration, location, and neuronal properties. However, the exact mechanism of action of electrical stimulation remains unclear. In some cases, repeated or prolonged electrical stimulation can lead to changes in the morphology or function of the neuron. In this study, immunofluorescence staining and Sholl analysis are used to assess changes in the neurite number and axon length to determine the optimal pattern and stimulation parameters of ES for neurons. Neuronal death and plasticity are detected by TUNEL staining and microelectrode array assays, respectively. mRNA sequencing and bioinformatics analysis are applied to predict the key targets of the action of ES on neurons, and the identified targets are validated by western blot analysis and qRT-PCR. The effects of alternating current stimulation (ACS) on neurons are more significant than those of direct current stimulation (DCS), and the optimal parameters are 3 μA and 20 min. ACS stimulation significantly increases the number of neurites, the length of axons and the spontaneous electrical activity of neurons, significantly elevates the expression of growth-associated protein-43 (GAP-43) without significant changes in the expression of neurotrophic factors. Furthermore, application of PI3K/AKT-specific inhibitors significantly abolishes the beneficial effects of ACS on neurons, confirming that the PI3K/AKT pathway is an important potential signaling pathway in the action of ACS.

## Introduction

The economic impact of central nervous system-related diseases on patients is substantial because permanent disability leads to a high estimated lifetime cost of treatment per patient [ 1, 2] . Although various interventions have been developed, most strategies are currently palliative because the intrinsic regenerative capacity is limited. Therefore, it is necessary to explore the mechanisms that activate neurons and verify that the underlying mechanisms have the potential to improve and broaden the therapeutic applications of treatments for central nervous disorders.

The application of electrical stimulation (ES) to the nervous system has been examined for hundreds of years [3]. The development of related disciplines has expanded the methods for interfacing. ES has been widely applied to modulate the central nervous system, such as through deep brain stimulation (DBS) [4] and spinal cord stimulation (SCS) [5]. As an invasive neurosurgical procedure, DBS delivers electrical pulses to a specific area through implanted electrodes [6]. DBS provides a novel method to facilitate brain function across the brain by modulating aberrant or desynchronized activity or activating dormant networks. The effectiveness of DBS in chronic emotional regulation and behavioral control in individuals who have incurred severe traumatic brain injury has been demonstrated in a clinical study [7]. Spinal cord injury (SCI) leads to catastrophic neurological impairment and thereby causes deficits in sensory/motor capacity and permanent paralysis [8]. SCS activates specific pathways and segmentally modulates neuroglial interactions. Because the amplitudes of the applied current are considerably below the sensory perception threshold, SCS is a paresthesia-free therapy. SCS has been widely used in the treatment of chronic pain and functional disorders [9]. ES also shows efficacy in promoting regeneration in muscle and bone [ 10, 11] . *In vitro*, ES also influences several types of cell behavior, including proliferation, differentiation, and migration [ 12, 13] . Hence, the activation of neurons through ES is a promising approach.

The success of SCS and DBS in the treatment of dysfunctional diseases has led to the exploration of their underlying mechanisms. Neurons receive and spread electrical signals at a rapid conduction rate during internal communication, and this communication is characterized by an all-or-none property. The nerve impulses can be modeled as an electrical circuit via the Hodgkin-Huxley (HH) model, and the cell membrane and the attendant ion channels are considered capacitors and resistors, respectively [14]. Therefore, the application of the different modes of ES to influence neuronal behavior and determine the optimal parameters for stimulation could provide a better understanding of the molecular mechanisms.

Previous studies revealed morphological differences in cultured cortical neurons between the control and experimental groups, which shows a potential reason for axon branching by increasing the secretion of neurotrophins. Modifications to the synaptic structure and function are components of synaptic plasticity, which is essential to memory and learning [15]. Brain-derived neurotrophic factor (BDNF) and other neurotrophins are thought to contribute to plasticity by regulating synaptic strength [ 16, 17] . Furthermore, a considerable body of evidence supports the role of BDNF in the regeneration, differentiation, and survival of neurons [18].

In this study, we investigated the effects of microcurrent electrical stimulation (direct/alternating current stimulation, DCS/ACS) on the behavior of primary cortical neurons. We developed a conducting surface based on indium tin oxide (ITO) glass that allows neuron outgrowth and neurite extension to assess whether the application of microcurrent stimulation in culture medium provides any benefits to neurons. Platinum electrodes, which are highly stable and resistant to oxidation, were connected to ITO conductive glass for the application of DCS and ACS, and the effects on primary neuron viability, growth, and expressions of synaptic formation markers under different types of stimulation settings were investigated. We did not find significantly different expression levels of BDNF, β-NGF, and NT-3 in the culture medium. We then performed mRNA sequencing and data analysis to identify the potential mechanisms of ACS/DCS on cortical neurons. Similar to the functional electrical stimulation (FES) scenario, ACS extensively changes neuronal transcription profiles. These changes at the molecular and genetic levels are particularly prominent in synapse plasticity, which is related to refined network neuronal circuit reform. Moreover, we found that these changes may be attributed to an increase in GAP43 expression through the PI3K/AKT pathway, which plays an important role in axon branching and sprouting. These findings advance our understanding of the mechanisms of action underlying the therapeutic effects of ES, such as DBS and SCS.

## Materials and Methods

### Electrode preparation and design

The bottom working ITO glass with a resistance of 20 Ω and a size of 9.6 cm ^2^ and 2 cm ^2^ was used as the electrically conductive surface. The conductivity of the ITO glass surface was measured prior to use. Furthermore, the size and shape of the ITO glass were designed according to the size of the cell culture plate, which makes its placement and sterilization easy. We then developed an aluminum chamber slide system. The Pt and reference electrodes were placed on the lid of the chamber, and the tip of the electrode was designed to have a spiral shape to guarantee stable contact with the ITO glass ( Figure 1A).

**Figure 1:**
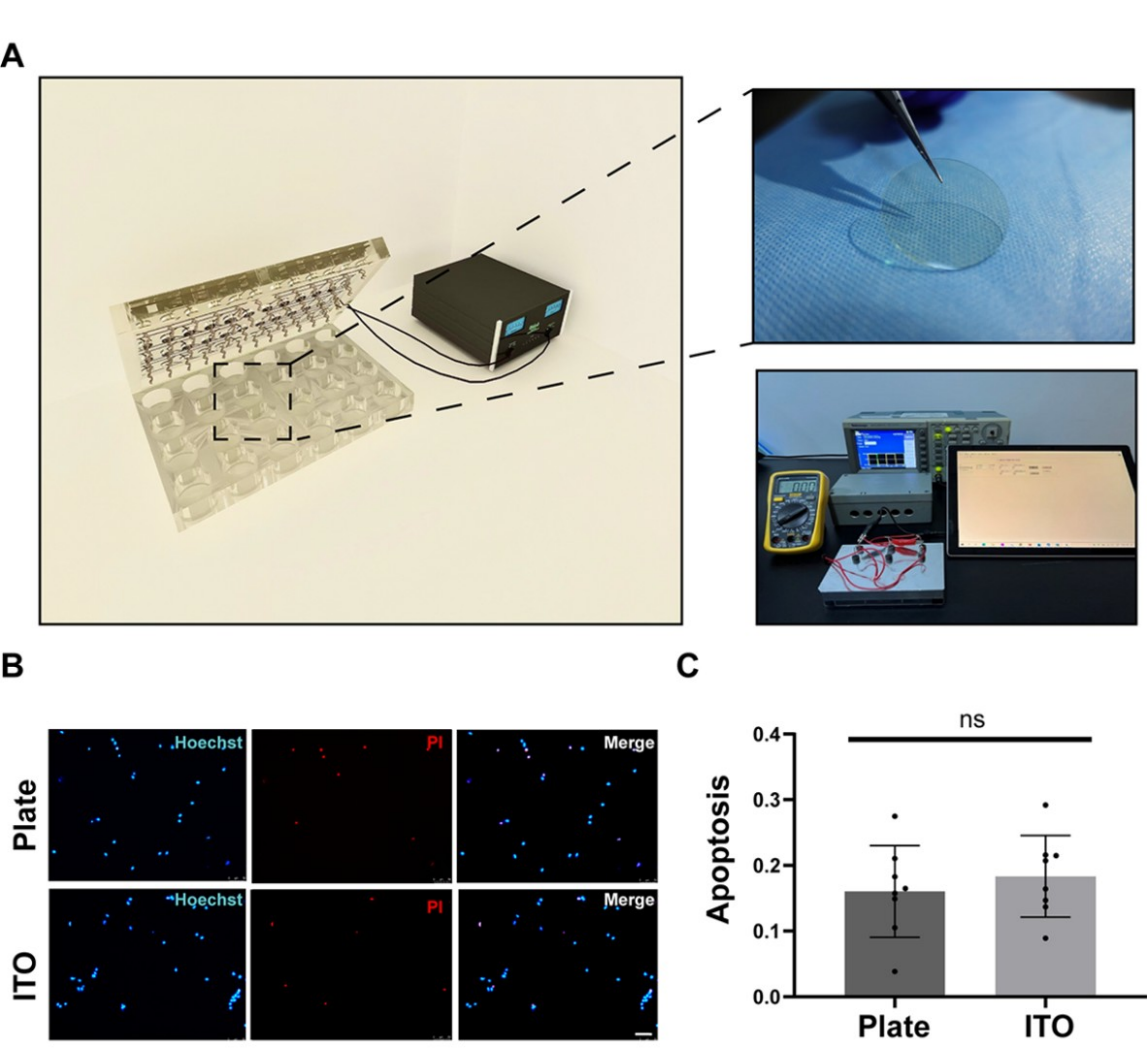
Figure 1 Construction of the cell electrical stimulation platform (A) Design of the ES system of the chamber with platinum spring electrodes integrated into the lid of a 24-well plate. (B,C) Cell death was quantified by Hoechst/PI staining ( n=8). Scale bar: 50 μm. Data are expressed as the mean±SD.

### DCS and ACS

DCS was delivered with a PC20 WEN 8-channel high-precision and programmable electrical stimulation device (Aixin, Shanghai, China). ACS was delivered with a Tektronix AFG3051C single-channel function generator. Direct and alternating currents were then applied to the working ITO/glass electrode ( Figure 1A). To measure the current, a digital multimeter (Fluke, Shanghai, China) was connected to the circuit, which comprised the stimulating ITO electrode and stimulator connected in series.

### Cortical neuron cultures and purity

Cultures of primary cortical neurons were generated from embryonic day 16‒18 Wistar rat embryos as described previously [19] and were plated (10 ^5^ neurons per 2-cm ^2^ well). The cultures were maintained in Neurobasal medium (Gibco, New York, USA) supplemented with B27-A (Gibco) and GlutaMAX (Gibco). The purity of the primary cortical neurons was determined by staining with anti-beta III tubulin antibody (Abcam, Cambridge, UK) and goat anti-rabbit Cy3 (1:1000) antibody (Beyotime, Shanghai, China). The proportion of Beta III tubulin-positive cells to total cells was quantified. This study was approved by the Tianjin Medical University General Hospital Ethics Committee (IRM-DWLL-2021110).

### TUNEL assay

A one-step TUNEL assay kit and Hoechst/PI (Beyotime) were used according to the manufacturer’s protocol. Briefly, the neurons were fixed and then permeabilized. The TUNEL reaction mixture was added to neurons after wash with PBS and then incubated in the dark for 1 h at room temperature. Neurons were stained with Hoechst/PI for 15 mins in the dark. After staining, neurons in the culture plates were analyzed under a fluorescence microscope.

### Morphological analysis

The branches and network complexity were measured by examining the neurite number and length. As described previously [ 20, 21] , morphological analyses, including Sholl analysis, were performed. The dendrites and axons (neuronal processes) of cultured neurons were counted manually. In each experiment, five microphotographs were randomly obtained per well and were subjected to analysis using ImageJ software (NIH, Bethesda, USA). The Simple Neurite Tracer plugin was used for the semiautomatic tracing of neurons.

### Measurements of cortical neuron electrical activity

MEA plates (Axion Biosystems, Atlanta, USA) were sterilized with alcohol, coated with laminin and washed with PBS before seeding. Cortical neurons were isolated and plated at the center of the MEA plate (approximately 10 ^5^ cells per well). The neurons were incubated for 14 days before being used for measurements. The MEA plates were inserted into the Maestro Edge (Axion Biosystems) to monitor and record the baseline electrical activity of neurons for 5 min. Further analysis was performed using AXiS Navigator and Neural Metric Tool software (Axion Biosystems).

### Immunofluorescence assay

The neurons were fixed with 4% paraformaldehyde (Beyotime) for 30 min, permeabilized and blocked for 1 h. The neurons were washed with PBST and then incubated overnight with anti-beta III tubulin antibody (rabbit anti-beta III tubulin, 1:1000; Abcam). Finally, fluorescence images were obtained under a Leica inverted microscope (DMi8; Leica, Solms, Germany).

### Western blot analysis

Neurons were collected and then lysed using RIPA lysis buffer (Beyotime) supplemented with a phosphatase inhibitor cocktail (Roche, Basel, Switzerland) on ice. After measurement of the protein concentration, 12.5% SDS–PAGE gels (EpiZyme Biotechnology, Shanghai, China) were used to separate equal amounts of protein from each group, and the proteins were transferred to PVDF membranes with a thickness of 0.2 μm. The membranes were blocked for 1 h with 20% skimmed milk powder (Difco ^TM^; BD, San Diego, USA) or 5% BSA (Solarbio, Beijing, China) in TBST and then incubated overnight at 4°C with the following primary antibodies: rabbit anti-GAPDH (1:1000; Abcam), rabbit anti-GAP43 (1:1000; Abcam), rabbit anti-PI3 kinase p110α (C73F8) (1:1000; CST, Danvers, USA) and rabbit anti-phospho-PI3 kinase p85 (Tyr458)/p55 (Tyr199) (1:1000; CST). After several washes, membranes were incubated with the appropriate HRP-labelled goat anti-rabbit IgG (H+L) secondary antibodies (1:1000; Beyotime) at room temperature for 1 h. Finally, enhanced chemiluminescence (Immobilon; Millipore, Billerica, USA) detection was performed. Western blotting signals were acquired using an image analysis system (SYNGENE, Cambridge, UK) and quantified using ImageJ software.

### RT-qPCR

The isolation of total RNA was conducted using TRIzol reagent (Invitrogen, Carlsbad, USA). mRNA was reverse transcribed using oligo dT primers and a FastKing One-step RT-qPCR kit (Tiangen, Beijing, China). A total of 2 ng of RNA was collected from each sample for reverse transcription and cDNA synthesis. One microliter of each cDNA sample was used for PCR amplification. RT-PCR was performed on a LightCycler (Roche) using PCR primers for *Nr4a1*, *Egr*, *Fos*, *NT-3*, *GAP43*, *β-NGF*, *BDNF*, *Ager*, *Dmpk*, and *Arc*, which were synthesized by Sango Biotech (Shanghai. China). The PCR conditions were as follows: 94°C for 2 min, 30 cycles of amplification consisting of 94°C for 45 s, 55°C for 45 s and 72°C for 1 min, and 72°C for 5 min. The mRNA levels were normalized using *GAPDH* as the internal control. Sequences of primers are presented in Supplementary Table S1.

### Extraction and library construction

The purity of RNA from each sample was confirmed by the 260/280 ratio using a NanoDrop ND-1000 (NanoDrop, Wilmington, USA). The RNA integrity was assessed using the Bioanalyzer 2100 (Agilent, Santa Clara, USA) with an RIN value >7.0 as the threshold. Poly(A) RNA was purified from 1 μg of total RNA using Dynabeads Oligo(dT)25-61005 (Thermo Fisher, Waltham, USA) with two rounds of purification. In the magnesium RNA Fragmentation Module, the poly(A) RNA was fragmented into small pieces for 5‒7 min at 94°C. The cleaved RNA fragments were then reverse-transcribed to generate cDNA. An A-base was then added to the blunt ends of each strand to prepare the products for ligation to the indexed adapters. T-base overhangs were present on each adapter to bind DNA fragments with A-tails. Single-index or dual-index adapters were ligated to the fragments, and size selection was performed with AMPure XP beads (Beckman Coulter, Pasadena, USA). After the heat-labile UDG enzyme treatment of the U-labeled second-stranded DNAs, the ligated products were amplified by PCR with the following conditions: initial denaturation for 3 min at 95°C, 8 cycles of denaturation at 98°C for 15 sec, annealing at 60°C for 15 sec, and extension at 72°C for 30 sec and a final extension at 72°C for 5 min. The average insert size for the final cDNA library was 300±50 bp. Finally, 2×150-bp paired-end sequencing (PE150) was performed on an Illumina NovaSeq™ 6000 (Illumina, San Diego, USA) following the manufacturer’s protocol.

### Bioinformatics analysis of RNA-seq

Fastp software was used to remove reads containing adaptor contamination, low-quality bases and undetermined bases with default parameters. Afterward, the sequence quality was also verified using fastp. HISAT2 ( https://ccb.jhu.edu/software/hisat2) was used to map reads to the reference genome of Rattus norvegicus GRCh38. The mapped reads of each sample were assembled using StringTie ( https://ccb.jhu.edu/software/stringtie) with the default parameters. After all transcriptomes from all samples were merged, gffcompare ( https://github.com/gpertea/gffcompare/) was used to reconstruct a comprehensive transcriptome. After the final transcriptome was generated, StringTie was used to estimate the expression levels of all the transcripts. With StringTie, FPKM (FPKM=[total_exon_fragments/mapped_reads (millions)× exon_length (kB)]) was used to calculate the expression levels of mRNAs. The mRNAs with a fold change >2 or <0.5 and a *P* value<0.05 from a parametric F test comparing nested linear models were selected as differentially expressed mRNAs using the R package edgeR ( https://bioconductor.org/packages/release/bioc/html/edgeR.html). The sequencing data have been uploaded onto the Gene Expression Omnibus with the accession no. GSE207117.

### Statistical analysis

The data were analyzed using SPSS (version 23.0) and GraphPad Prism (version 8.0.2). Fiji was used to quantitatively analyze the images. Sample size calculation was performed to determine the appropriate sample size ( http://powerandsamplesize.com/). The group sizes were calculated to provide at least 80% power. Each dot represents the number (N) of samples per group. The data normality was evaluated with the Kolmogorov–Smirnov test, and the variance homogeneity was evaluated using Levene’s test. To compare two groups of data, unpaired *t* tests were used. If the data were normally distributed and the variance was homogeneous, one-way ANOVA followed by the post hoc Bonferroni′s test was performed. If the data were not normally distributed or variance homogeneity was not met, the Kruskal–Wallis test was performed followed by the post hoc Mann–Whitney U test. The nonparametric data are displayed as the medians and interquartile ranges, and the other data are displayed as the means±standard deviations (SDs). *P*<0.05 was considered to indicate a significant difference. All the samples were assayed in a randomized manner. All analyses were conducted blinded to the experimental or control group.

## Results

### Establishment of the electrical stimulation system and biological safety evaluation of the ITO glass electrode

The stimulation current was generated using an alternative or direct current stimulator. The pattern of waveforms was set in the software kit or the signal generator. To measure the current flowing through the ITO electrode surface, a digital multimeter was then connected in series to monitor the current fluctuation during the stimulation.

The electrical stimulation system design is shown in Figure 1A. We used ITO-coated glass to decrease the culture medium resistance. All neurons were grown on glass, and all electrodes were connected in series to ensure that the strengths of the stimulus currents in every well were the same. Before each stimulation, the device was tested in the conducting state. We performed Hoechst/PI staining to test whether the exposure of neurons to ITO glass would exert cytotoxic effects on the neurons. Cell death was quantified by direct counting of the Hoechst-stained nuclei after two weeks of culture (DIV 14). Hoechst/PI staining revealed that ITO glass did not induce any increase in the cell death rate ( Figure 1B,C). The results confirmed that the ITO glass culture system is not toxic to neurons.

### Investigation of optimal stimulation parameters

In a previous study, preosteoblasts subjected to 3-μA direct current stimulation for two weeks showed increased cell viability and enhanced cell proliferation and metabolism [22]. Tanamoto *et al*. [23] found that an ITO electrode-based *in vitro* stimulation device evoked a Ca ^2+^ channel response in PC12 cells depending on the current flowing with a threshold of 60 μA. Based on previous results, we chose to analyze the optimized stimulation parameters based on the settings of 1, 3, and 10 μA and ACS or DCS for 10, 20, and 40 min per day for 7 days. For ACS, the frequency was set to 20 Hz, which is the widely recognized paradigm for chronic FES [24]. With a width of 25 ms, the above settings produced a square wave voltage of 4‒6 Vpp. Quantitative measurement of the lengths and numbers of branches of outgrowing neurites was performed under different ES parameters. The neurites were longer in almost all experimental conditions, and the length was correlated with the intensity and time of the stimulation. The exposure of cultures of neurons to alternating current electrical stimulation at 3 μA for 20 min greatly enhanced the degree of neurite outgrowth ( Figure 2A). The optimized alternating and direct current intensity and duration were identified in the present study. Despite the growing body of evidence on electrical stimulation, a direct comparison between ACS and DCS is needed. Therefore, we directly compared the effects of ACSs and DCSs on neurons in culture. Sholl analysis is an extensively used quantitative method to analyze the complexity of dendritic arbors. The Sholl profiles of cell tracings are shown in Figure 2B. The neurons featured a more complex, branched, and elongated neurite after ACS than after DCS and ITO only. ACS (3 μA, 20 min) produced the longest neurites and the highest number of processes ( Figure 2C,D). Intersections were counted at 40-μm intervals from the soma center to a radius of 400 μm. The Sholl profiles showed that neurite arborization was higher in the ACS group than in the DCS and CTL groups. The total neurite length, number of branch points and maximum branch level of neurons after ACS treatment were significantly greater than those in the other groups.

**Figure 2:**
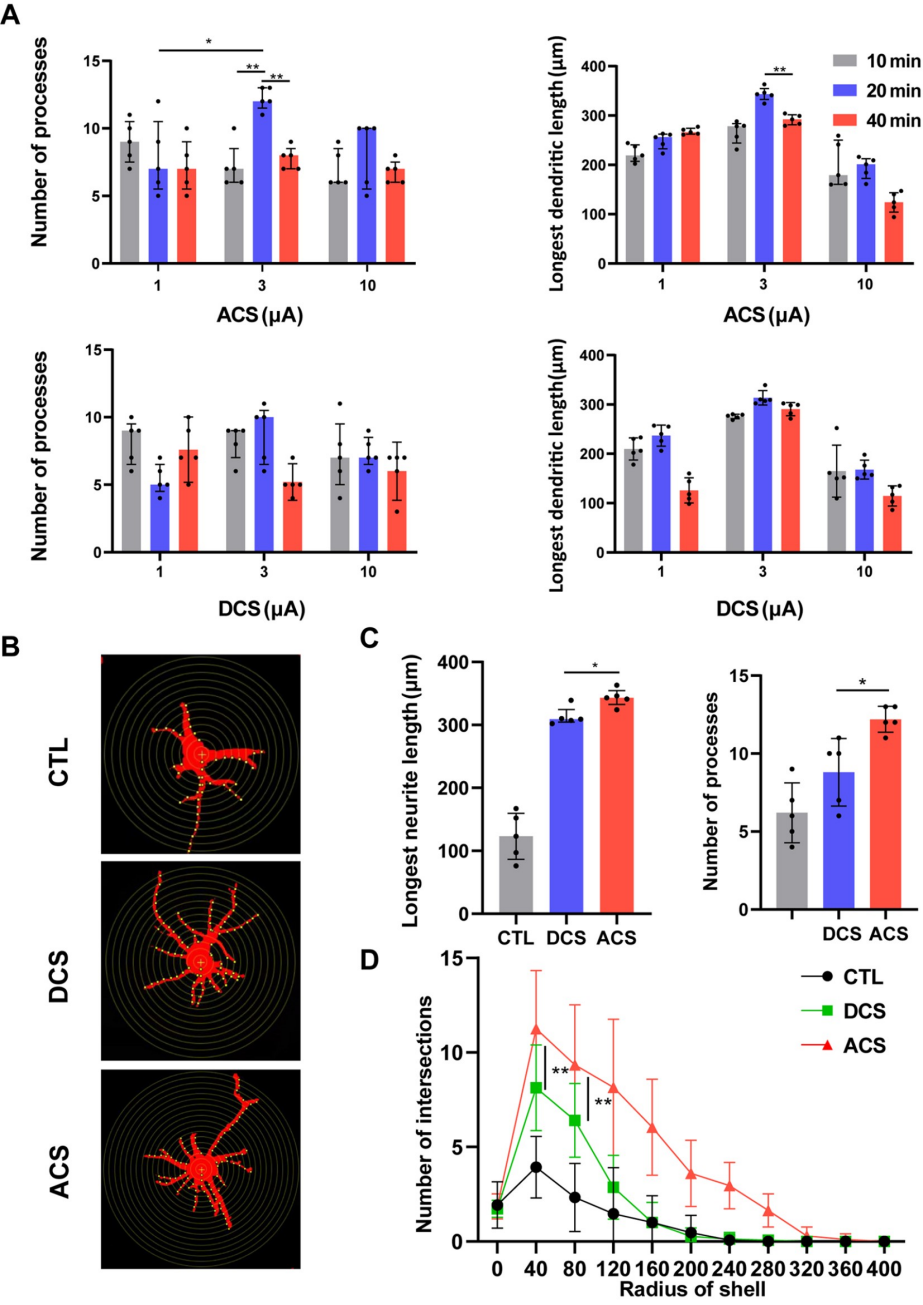
Figure 2 Electrical stimulation (ES) promotes axonal outgrowth of neurons (A) Quantitative measurement of the lengths and numbers of branches of outgrowing neurites obtained with different parameters. (B) Eight-bit tracing with digitally applied concentric rings spaced at distances of 20 μm centered around the soma center. (C) ES accelerates the outgrowth of axons. (D) Sholl profiles of the CTL, DCS, and ACS groups. n=5. * P<0.05, ** P<0.01.

### ACS elicits an increase in the spontaneous electrical activity of neurons

Cell death under different stimulation paradigms was examined by TUNEL staining. Exposure to DCS and ACS did not induce cell death in neurons ( Figure 3A,B). To evaluate the effects of ES, we further investigated the rate of change in network excitability and connectivity. MEA is a grid of microelectrodes that can measure neuronal activity without disrupting the cells. Neurons form spontaneous networks during development and communicate across synapses. When the above neuron fires an action potential, a spike signal simultaneously appears. Through the electrodes on the array, spikes are simultaneously detected to monitor the activity and network behavior. The MEA was used to stimulate the neurons and measure the electrical activity. Neurons were seeded in 24-well MEA plates, and recordings were acquired 14 days after seeding. ACS increased neuronal activity and significantly increased the number of spikes ( Figure 3C,D). A raster plot is a simple way to visualize the network behaviors of the neuron. We found that exposure to ACS elicited a significant increase in the spontaneous electrical activity of neurons ( Figure 3E).

**Figure 3:**
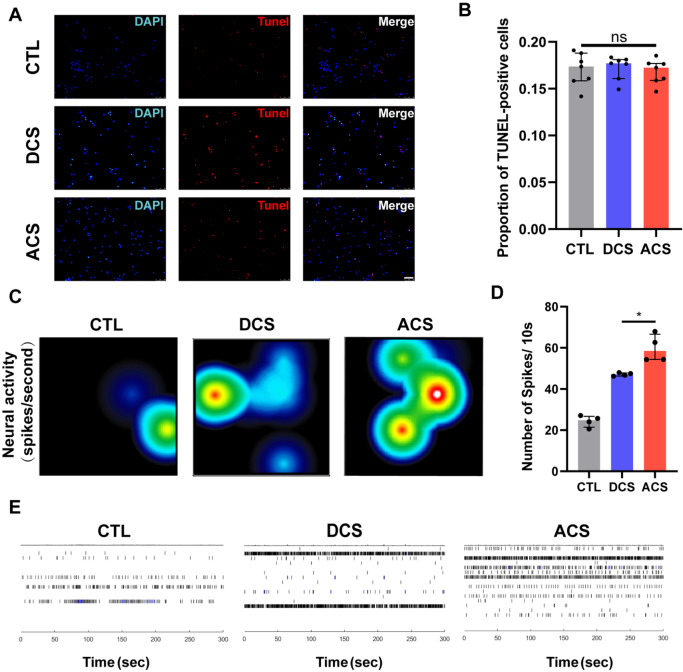
Figure 3 ACS elicits an increase in the spontaneous electrical activity of neurons (A) TUNEL staining of neurons under electrical stimulation. (B) Statistical analysis of dead neurons in the ischemic penumbra ( n=7). (C) Heatmap showing the evolution of the average activity. (D) Statistical analysis of the number of spikes ( n=4). (E) Raster plots of the electrophysiological response of the neurons. Scale bar: 50 μm. * P<0.05.

### ACS increases GAP43 expression but does not change neurotrophin secretion

Representative immunofluorescence photomicrographs showed significant increases in the numbers and lengths of processes, which may involve BDNF and other neurotrophins, according to the recent literature [ 25– 28] . In glutamatergic and GABAergic synapses, BDNF is crucial for growth, development, and plasticity. BDNF is also involved in serotonergic and dopaminergic neurotransmission by modulating neuronal differentiation and acts as an autocrine and paracrine factor on pre- and postsynaptic target sites, which is essential for transforming synaptic activity into long-term synaptic memories. Therefore, we speculated that the active metabolism and growth of neurons in the ACS group may be due to the activation of neurotrophin secretion. In addition, other neurotrophins, such as β-NGF and NT-3, act as paracrine and autocrine factors and may be detected in the supernatant of the culture plate. Therefore, the supernatants of the three groups were collected to measure the BDNF, β-NGF and NT-3 levels by ELISA. We found no difference in the concentrations of BDNF, β-NGF and NT-3 among the three groups ( Figure 4A‒C), and no difference in the corresponding expression levels was found ( Figure 4D). This finding indicates that neuronal outgrowth and neurite extension after ACS and DCS may involve other mechanisms, which suggests that additional work is needed to elucidate the mechanisms underlying these distinct changes and the functional consequences.

**Figure 4:**
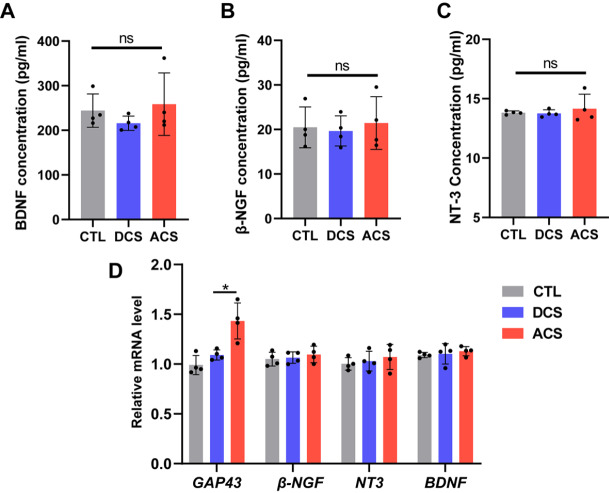
Figure 4 ACS increases GAP43 expression but does not change neurotrophin secretion (A‒C) Measurement of neurotrophin expression levels by ELISA. (D) Quantitative PCR quantification of the expression levels of GAP43, β-NGF, NT-3, and BDNF. n=4. * P<0.05.

As a neuron-specific growth-associated protein, GAP43 is selectively distributed to the axonal domain in developing neurons. This protein has also been implicated in neuronal development, axonal regeneration, and synaptic plasticity. As shown in Figure 4D, RT-PCR analysis revealed that *GAP43* gene expression was significantly increased in the ACS group. The above results indicate that ACS could promote the expression of *GAP43* mRNA. However, the mechanisms that regulate axonal outgrowth of neurons remain unclear and require further investigation.

### Identification of DEGs in the DCS and ACS groups

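Primary cortical neurons of rat embryos were grown on conductive glass and left unstimulated (control) or exposed to direct (DCS) or alternating (ACS) current, and polyadenylated RNA from 3 libraries per group, 9 in all, was sequenced. According to the sample labels, the current was 3 µA for 20 min per day over 7 days. The labels give a frequency of 20 Hz for both kinds of stimulation, whereas the paper gives it for ACS, and they place the neurons at day 7 in vitro while their growth protocol runs to day 14. Neither the labels nor the paper states that the libraries of a group came from separate cultures, so the p-values measure only the spread between these samples. The authors trimmed the reads with fastp (the labels name cutadapt), aligned them with HISAT2 to a rat genome and quantified each library with StringTie. The deposited table gives FPKM and an estimated count for 32623 genes, without naming the genome build, so gene positions are printed as the table gives them. The estimated counts summed to 53910745 to 68690760 per control library (median 63969996), 52370330 to 68133858 per DCS library (median 57450104) and 49039412 to 52938628 per ACS library (median 51079816). Low counts pile up at multiples of 4, so a sequenced fragment may add about 4 to a count. On that reading the libraries hold about 12259853 to 17172690 fragments. The counts were scaled by TMM, and the 16284 genes that passed edgeR's filter on low counts were tested in 1 quasi-likelihood fit over all 9 libraries, with p-values adjusted by the Benjamini-Hochberg method. Expression is given as CPM (counts scaled to the size of the library), with the SD over the 3 libraries of a group. Before the data were examined, 21 lists of pathway genes and 11 lists of cell type markers were fixed, as were the test and its alternatives. Some members of these lists are genes that the paper's figures name from the same libraries. Counts and tests of lists with such members are therefore not independent of the paper's choice of genes. Each list was compared with the other genes by camera at a preset correlation of 0.01, adjusted over the 32 lists of a comparison. The 9 libraries were alike, with correlations of log2 FPKM between 0.969 and 0.979 over all pairs.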

To better understand how ES affects neurons, cortical neurons from the control, DCS, and ACS groups were further collected for RNA sequencing and bioinformatics data analysis to identify associated genes. 

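In neurons under ACS, single genes that act in the nucleus on RNA splicing passed the test in both directions. Their list as a whole passed too, but not under most alternatives. Leng8, on the list of splicing and nuclear speckle genes, rose from 120 ± 6.78 CPM (SD, n = 3) in control neurons to 240 ± 7.84 CPM (SD, n = 3) under ACS, a log2 fold change of 0.99 (standard error 0.06, adjusted p = 0.000133 from edgeR's quasi-likelihood test). Clk1, a kinase that phosphorylates splicing factors, fell from 67.7 ± 2.99 CPM to 45.6 ± 1.74 CPM (SD, n = 3 each), a log2 fold change of -0.57 (adjusted p = 0.000717). Of 37 measured genes of splicing factors and nuclear speckles, 10 rose and 2 fell (10 and 6 adjusted over the list alone), among them Akap8l at 0.68 and Snrnp70, a protein of the U1 particle, at 0.53 on the log2 scale. The 10 that passed whichever 1 library was left out included these 4. All 10 are also genes of Fig. 5A, which the study chose on the same libraries, so they are not independent evidence. Dmpk, the kinase gene whose repeat expansion causes myotonic dystrophy, had 12.3 ± 0.295 CPM in control neurons and 25.9 ± 0.461 CPM under ACS (SD, n = 3 each), a log2 fold change of 1.07 (adjusted p = 0.000213). Kcnt1, a sodium-activated potassium channel, gained 1.05 on the log2 scale (adjusted p = 0.00483). Shank1, a scaffold of the postsynaptic density, gained 0.62 (adjusted p = 0.00254). The table holds 85 of the genes that can be read in Fig. 5A, and 74 of them were higher and 7 lower under ACS than in control neurons at an adjusted p under 0.05. Their median absolute log2 fold change was 0.734, with 65 below 1, and 55 also differed between ACS and DCS. The study chose these genes on the same libraries, so their counts are not independent evidence of a direction. Camera placed the list above the other genes (adjusted p = 0.0468, adjusted p = 0.585 with an estimated correlation), but its members went both ways, with a median log2 fold change of 0.0041 and 19 of 37 above 0. The call was kept under 7 of 22 alternatives that compare the list with other genes. It was lost without control library 3 (0.291), DCS library 2 (0.0542) or 3 (0.052), or ACS library 1 (0.0615) or 3 (0.0976).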

In the heatmap, the top 100 DEGs were selected, as shown in Figure 5A. The volcano plot, which was used to visually represent the identified DEGs, is presented in Figure 5B. 

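Alternating current raised 15 of 27 measured immediate early genes, which neurons switch on within minutes of activity. Over all genes fewer were lower than higher, and the lower ones include Hes5, a Notch target of neural progenitors, and Mmp3, a secreted matrix protease. Of the 27 immediate early genes none fell (17 higher adjusted over the list alone), and 11 of the 15 passed whichever 1 library was left out. Npas4, an activity-dependent transcription factor, went from 5.67 ± 1.84 CPM to 32.4 ± 7.83 CPM (SD, n = 3 each), a log2 fold change of 2.51 (standard error 0.31, adjusted p = 0.00341 from edgeR). Dusp1, a phosphatase that switches off MAP kinases, gained 0.98 on the log2 scale (adjusted p = 0.00459) and Ccn1, a secreted matrix protein, gained 1.86 (adjusted p = 0.0054). As a list they stood above the other genes (adjusted p = 2.02e-15 from camera, adjusted p = 0.283 with an estimated correlation). Hes5 dropped from 2.99 ± 0.518 CPM to 1.03 ± 0.199 CPM (SD, n = 3 each), a log2 fold change of -1.54 (standard error 0.22, adjusted p = 0.00612). Of 13 markers of progenitors and dividing cells, 3 fell, Hes5, Mki67 and Vim, and none rose (5 lower adjusted over the list alone, adjusted p = 0.0132 from camera and 0.294 with an estimated correlation). The calls of Mki67 and Vim were each lost without 7 of the 9 libraries (adjusted p up to 0.154 and 0.173). Mmp3 had a log2 fold change of -2.34 (adjusted p = 0.0261), which did not pass without control library 1 (0.101) or ACS library 1 (0.101), 2 (0.0587) or 3 (0.0769). Of 10 markers of excitatory cortical neurons, Emx1 and Cux2 rose (4 adjusted over the list alone, adjusted p = 0.0132 from camera and 0.283 with an estimated correlation). The Emx1 call was lost without 4 of the 9 libraries (adjusted p up to 0.0791) and that of Cux2 without 7 (up to 0.156). Over all genes, 461 were higher and 217 lower under ACS at an adjusted p under 0.05, with a median absolute log2 fold change of 0.383. The share of higher genes varied with the tool and with the libraries kept. Of all tested genes, 27.1% had ACS and control libraries that did not overlap, where chance gives 10%. Without control library 1, 2 or 3 the 678 became 163, 138 or 1431, without DCS library 2 they became 413, and without ACS library 1, 2 or 3 they became 191, 175 or 303. Of the 678, 123 (107 higher, 16 lower) passed whichever 1 library was left out. At an unadjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds the paper states, 162 genes were higher and 77 lower. With counts divided by 4, a setting chosen after seeing the data, these became 100 and 34, or 134 in all. Of the 239, 47 also had an adjusted p under 0.05 and 144 had a mean count under 50.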

According to the thresholds of *P*<0.05 and |logFC|>1, a total of 143 DEGs that exhibited different levels between the ACS and control groups were selected, and these included 95 upregulated DEGs and 48 downregulated DEGs. A total of 56 DEGs that differed in expression between the DCS and control groups, including 24 upregulated DEGs and 32 downregulated DEGs, were selected. 

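Under direct current few single genes passed the test, and none of the immediate early genes did. Dennd1a, which encodes a guanine nucleotide exchange factor of endocytosis, rose from 37.2 ± 0.828 CPM to 63.5 ± 1.9 CPM (SD, n = 3 each), a log2 fold change of 0.77 (standard error 0.05, adjusted p = 0.000611 from edgeR's quasi-likelihood test). Its log2 fold change under ACS was 0.79 (adjusted p = 0.000133). The only other gene at an adjusted p under 0.05 has no symbol and was lower, and 1154 genes had an unadjusted p under 0.05 where 814 would by chance. The 27 immediate early genes had a median log2 fold change of 0.019 (0 passed edgeR's adjusted test, 0 adjusted over the list alone, adjusted p = 0.584 from camera). Those at an unadjusted p under 0.05 were Egr2 at 0.67 (adjusted p = 0.695) and Dusp5 at 0.61 (adjusted p = 0.692), named after their values were seen. The 15 measured photoreceptor markers had a median log2 fold change of -1.19, and none passed over all genes (5 lower adjusted over the list alone). Camera gave them an adjusted p of 0.000145 (adjusted p = 0.531 with an estimated correlation), and the 8 that the study's figures do not name an adjusted p of 0.253. Among them, Pde6a, a phosphodiesterase of rods, had 2.65 ± 1.75 CPM in control neurons and 0.482 ± 0.174 CPM under DCS (SD, n = 3 each), a log2 fold change of -2.46 (adjusted p = 0.692). Interferon-induced genes had a median log2 fold change of -0.44 (none of 25 passed, adjusted p = 1.31e-07 from camera and adjusted p = 0.531 with an estimated correlation). Mx1, an antiviral GTPase, had counts of 1820 in control library 2 and 1142 in DCS library 3, above the other libraries of each group. Mitochondrially encoded genes were lower as a list (0 of 13 passed, adjusted p = 2.11e-05 from camera and 0.531 with an estimated correlation). After quantile normalization the list was at 0.947, in a limma fit that also differs from edgeR in tool, measure and filter. That fit cannot decide, since it evens out the highest values of the libraries, which include members of the list. Without the 100 highest entries, a setting chosen after seeing the data, the list was at 0.243. That value cannot decide, since the removal takes out members of the list, which held 5.33% to 6.9% of the counts of a library. At the paper's thresholds, 47 genes were higher and 46 lower under DCS, 93 in all, and with counts divided by 4, a setting chosen after seeing the data, 20 and 25 were. Of all tested genes, 11.1% had DCS and control libraries that did not overlap, where chance gives 10%. Without control library 3, 47 genes had an adjusted p under 0.05 in place of 2, and without DCS library 3 the count at the paper's thresholds was 209.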

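The ACS libraries stood apart from both the control and the DCS libraries, whereas the DCS and control libraries were mixed. Over all genes, each of the 3 ACS libraries was nearest to another ACS library, while control libraries 2 and 3 were nearest to DCS library 3. Cut into a pair of clusters, the 9 libraries split into the 3 ACS libraries and the other 6. Correlations within the ACS and DCS groups exceeded those between them by 0.00227, more than in any other split of these 6 libraries into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest that 10 splits allow). Within ACS and control the excess was 0.00331 (exact p = 0.1), and within DCS and control it was -0.000407 (exact p = 0.6). On the 293 genes at the paper's thresholds in either comparison with the controls, all 9 libraries were nearest to a library of their own group. These genes were picked by the same groups. Compared directly, 83 genes were higher and 20 lower under ACS than under DCS at an adjusted p under 0.05 from edgeR. Jun, a transcription factor of the AP-1 family, had 171 ± 9.25 CPM under ACS and 111 ± 7.02 CPM under DCS (SD, n = 3 each), a log2 fold change of 0.63 (adjusted p = 0.00456). Phf13, which encodes a reader of histone methylation, had a log2 fold change of -0.77 (adjusted p = 0.00499). Tob2, an antiproliferative protein that binds deadenylases, had one of -0.68 (adjusted p = 0.00551). Immediate early genes rose in 11 of 27 cases under ACS against DCS, and none fell (17 adjusted over the list alone, adjusted p = 3.07e-19 from camera and 0.203 with an estimated correlation). Ribosomal protein genes were lower as a list (1 of 52 fell, adjusted p = 6.32e-13 from camera and 0.266 with an estimated correlation). Of the genes called between ACS and control, 96 also passed between ACS and DCS in the same direction. Both comparisons use the same ACS libraries, so this overlap is not independent evidence, and no value for it without a change was simulated. The 103 genes became 59, 51 or 184 without control library 1, 2 or 3, 64, 27 or 67 without DCS library 1, 2 or 3, and 28, 35 or 40 without ACS library 1, 2 or 3. Of them, 24 passed in all 9 of these fits.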

The cluster analysis of the top DEGs shown in Figure 5C revealed that these DEGs exhibit significant clustering between the ACS and DCS group cell samples.

**Figure 5:**
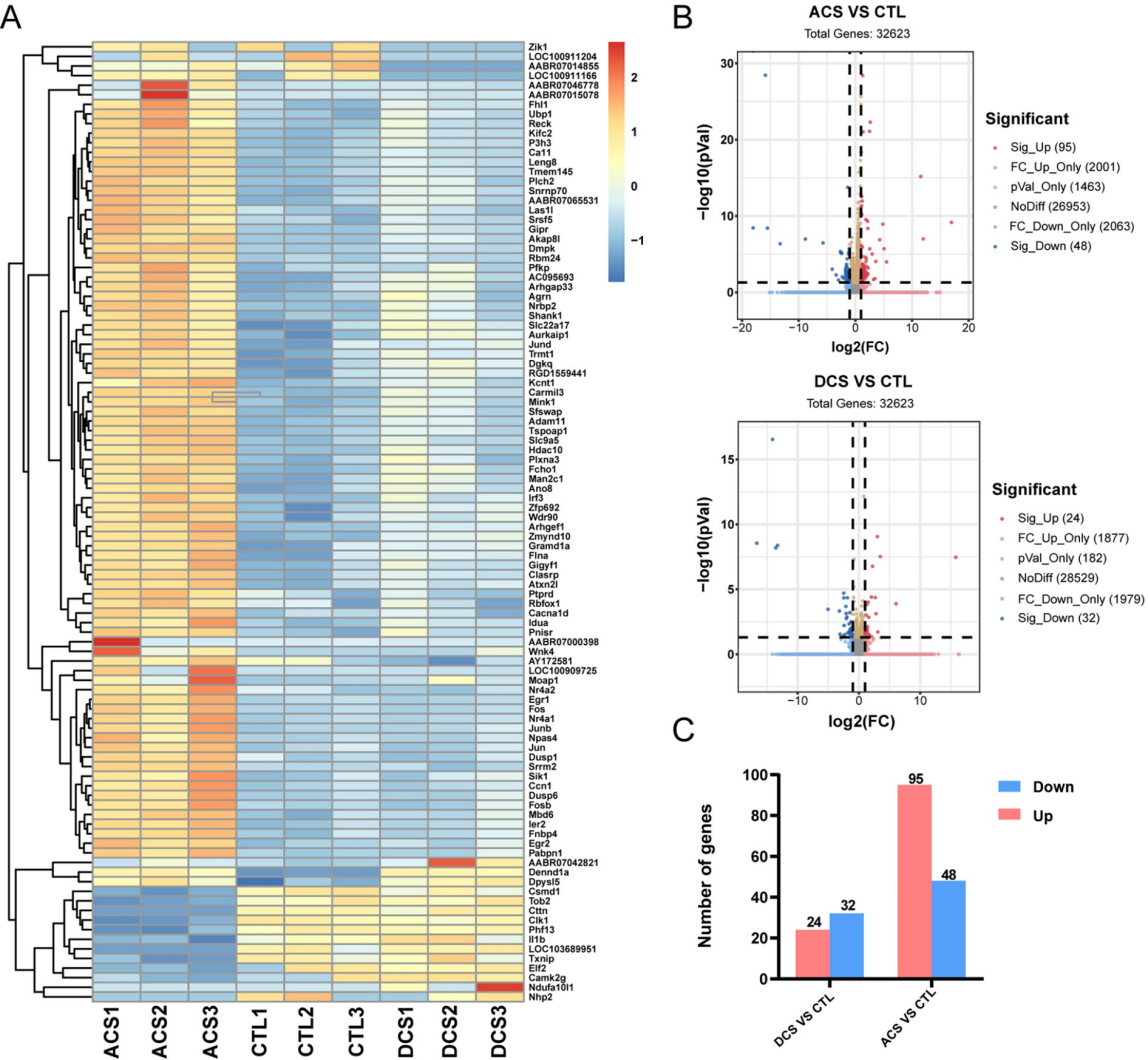
Figure 5 Identification of DEGs in the DCS and ACS groups (A) Heatmap of the DEGs. (B) Volcano plot of the identified DEGs. (C) Differentially expressed genes in the different groups.

### Activation of neural regeneration genes after ACS

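Genes that respond to calcium in neurons were among those at the paper's thresholds between ACS and control, and genes of photoreceptors among the lower of them, but no gene ontology (GO) term passed the test over higher and lower genes together. Of the 174 annotated genes at the paper's thresholds, 4 carry the term cellular response to calcium ion where 0.842 would by chance (p = 0.00999, adjusted p = 1 from a one-sided Fisher's exact test). They are Fos, Fosb, Junb and Syt10, the last of which encodes a calcium sensor of vesicle release at a log2 fold change of 1.18 (adjusted p = 0.223 from edgeR). Arc, which encodes a protein of postsynaptic endocytosis, and Egr2 carry the term regulation of neuronal synaptic plasticity (exact p = 0.036). Arc rose from 2.38 ± 0.718 CPM to 5.4 ± 0.608 CPM (SD, n = 3 each), a log2 fold change of 1.18 (adjusted p = 0.0456), and it passed in only 3 of the 9 fits that left out 1 library, with adjusted p from 0.0704 to 0.149 in the rest. Photoreceptor outer segment held 3 genes (exact p = 0.0258), nonmotile cilium 1 and photoreceptor cell cilium 0. The outer segment term passed without control library 1 (adjusted p = 0.0142). Iron-sulfur cluster binding held Aifm3 and Aox1 (exact p = 0.133), both picked out after their values were seen. Too few tested genes carry the terms isoprenoid binding and retinoid binding for a test. Among the lower genes alone, 6 carry the term visual perception (adjusted p = 0.0191), including Cngb1, a channel subunit of rods, at a log2 fold change of -1.59 (adjusted p = 0.112) and Rbp3, a retinoid carrier, at -2.54 (adjusted p = 0.0438). Rbp3 reached 0.934 ± 0.262 CPM in control neurons (SD, n = 3), close to the limit of detection, and its call was lost in 8 of the 9 fits that left out 1 library, with adjusted p up to 0.166. The tests covered 6329 terms with 5 to 500 of the 14474 annotated genes that were tested, and the term with the smallest p was G protein-coupled receptor signaling pathway, with 13 genes where 3.93 would by chance (adjusted p = 0.647).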

A GO functional enrichment analysis showed that DEGs were enriched in biological processes related to synaptic plasticity and cellular response to calcium ions, in the molecular function terms metal cluster binding, iron-sulfur cluster binding, isoprenoid binding, and retinoid binding, and in the cellular component terms photoreceptor cell cilium, nonmotile cilium, and photoreceptor outer segment ( Figure 6A,B). 

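The PI3K-Akt pathway genes at the paper's thresholds between ACS and control included the ligands Il6 and Flt3lg, the collagen Col6a6 and the nuclear receptor Nr4a1, of which Nr4a1 alone had an adjusted p under 0.05, and none of the pathway's PI3 or AKT kinases. Col6a6, a collagen of the extracellular matrix, had 0.771 ± 0.319 CPM in control neurons and 1.61 ± 0.0955 CPM under ACS (SD, n = 3 each), a log2 fold change of 1.06 (adjusted p = 0.116 from edgeR's quasi-likelihood test). Il6, an inflammatory cytokine, had a log2 fold change of -1.48 (adjusted p = 0.239). With Flt3lg, Gnb3, Nr4a1 and a gene without a symbol, they made 6 of the 62 genes with a KEGG pathway at the paper's thresholds, where 3.12 would by chance. The pathway ranked 22 by p (p = 0.0898, adjusted p = 1 from a one-sided Fisher's exact test). None of the 313 pathways passed after adjustment. The IL-17 pathway held 5 genes (exact p = 0.00123, adjusted p = 0.193), of which Fos and Fosb were higher and Il6, Mmp3 and Mmp13 lower. Phototransduction held 3 rod genes, all lower (exact p = 0.00117, adjusted p = 0.193). Without control library 1 both phototransduction (adjusted p = 2.31e-06) and IL-17 (0.0013) passed, and without DCS library 3 phototransduction did (0.00124). The cAMP pathway held 6 genes (adjusted p = 0.438), among them Gipr and Hcar2. Gipr, the receptor of an incretin hormone, rose from 14.9 ± 0.859 CPM to 38.5 ± 2.78 CPM (SD, n = 3 each, adjusted p = 0.000361). Hcar2, a receptor of nicotinic acid, had a log2 fold change of -1.04 (adjusted p = 0.028). Hcar2 did not pass without control library 1 (0.0702) or 2 (0.106) or ACS library 1 (0.0622), 2 (0.106) or 3 (0.0758). The cholinergic synapse pathway held 3 genes where 1.11 would by chance (exact p = 0.0998, adjusted p = 1), the dopaminergic 3 where 1.29 would (exact p = 0.137) and the GABAergic 1 where 0.857 would (exact p = 0.58). With the 266 KEGG genes at an adjusted p under 0.05 in place of the paper's thresholds, the PI3K-Akt pathway held 12 genes where 13.4 would by chance (p = 0.695). From its pathway analysis, the paper proposes that the PI3K-AKT pathway may be activated under ACS, and it cites earlier work on a possible role of this pathway in axonal regeneration through GAP43. It also reports, from western blots, higher p-PI3K and p-AKT under ACS. In the paper, an inhibitor of the pathway weakened the effect of ACS on neurite growth. These measurements were not analysed here.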

KEGG pathway enrichment analysis and Sankey diagram revealed that these DEGs were mainly enriched in various pathways, including the PI3K-Akt signaling pathway, IL-17 signaling pathway, phototransduction, cholinergic synapse, dopaminergic synapse, GABAergic synapse, and cAMP signaling pathway ( Figure 6C,D). The GO and KEGG analyses revealed that the genes in the module were related to the regulation of neuronal synaptic plasticity, cellular response to calcium ions and the PI3k-Akt signaling pathway.

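Few core genes of PI3K/AKT signaling passed the test at the RNA level. Of 36 measured core genes, 3 rose under ACS and none fell (3 higher and 1 lower adjusted over the list alone, adjusted p = 0.516 from camera). Their median log2 fold change was -0.013, while the direction of the camera test, which did not pass, was upward. Rps6kb2, a ribosomal S6 kinase downstream of mTOR, went from 20.2 ± 1.71 CPM to 30.9 ± 1.92 CPM (SD, n = 3 each), a log2 fold change of 0.61 (standard error 0.10, adjusted p = 0.0104 from edgeR). It did not pass without control library 1 (0.0501) or 2 (0.0572). Pik3c2b, a class II PI3-kinase, gained 0.19 on the log2 scale (adjusted p = 0.0312), and Foxo1, a transcription factor that AKT holds out of the nucleus, gained 0.32 (adjusted p = 0.0467). Pik3c2b was called in 2 and Foxo1 in 0 of the 9 fits that left out 1 library, with adjusted p up to 0.132 and 0.153. Pik3ca, the alpha catalytic subunit, had a log2 fold change of -0.22 (adjusted p = 0.053), and Akt1 one of -0.01 (adjusted p = 0.904). Over the 291 tested members of the whole KEGG pathway, the median log2 fold change was -0.024, and 10 rose and 2 fell at an adjusted p under 0.05. Crtc2, a coactivator of CREB, and Myc were among those that rose, and Cdkn1a and Creb1 were those that fell, names chosen after their values were seen. In the direct comparison with DCS none of the 36 core genes passed edgeR's adjusted test (1 adjusted over the list alone, adjusted p = 0.353 from camera). These values are of RNA and say nothing of phosphorylation, through which the pathway is switched on.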

**Figure 6:**
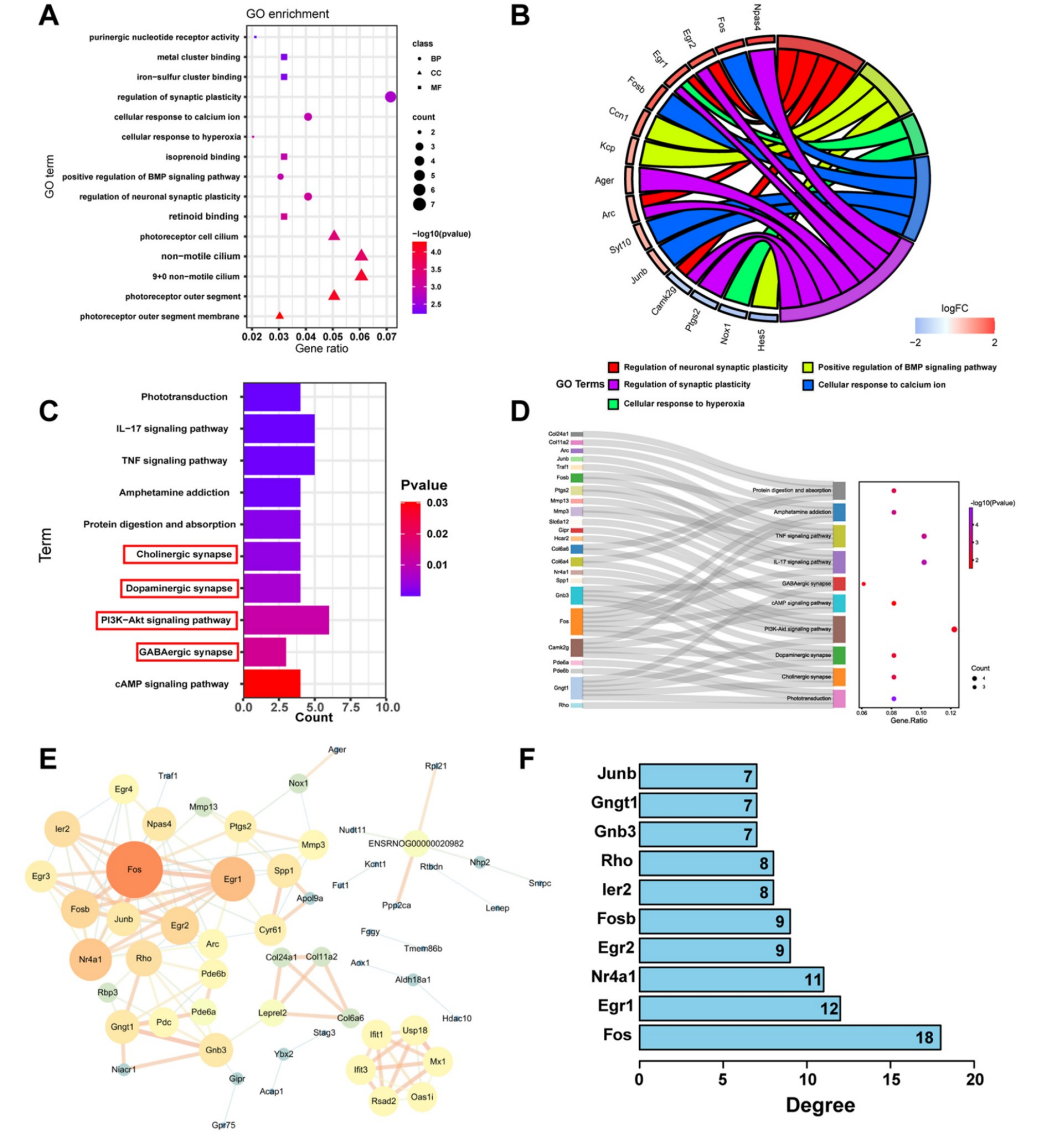
Figure 6 Activation of neural regeneration genes after ACS (A,B) Results from the GO analysis with respect to biological processes. (C) KEGG analysis. (D) The target gene was mapped to the pathway to obtain a Sankey diagram. The dot plot shows the total number of genes in each enriched pathway. (E) Structure of the differentially expressed gene protein interaction network. (F) The top 10 most strongly connected PPI nodes were identified as hub proteins.

Subsequently, to determine the major proteins, PPI networks were established using STRING data of the differentially accumulated proteins identified from the comparison of the ACS group with the control group. A total of 58 differentially accumulated proteins were filtered in this analysis ( Figure 6E). The PPI network consisted of 58 nodes and 121 edges. The following hub proteins were selected from the top 10 most strongly connected PPI nodes: Fos, Egr1, Nr4a1, Egr2, Fosb, ler2, Rho, Gnb3, Gngt1 and Junb ( Figure 6F). Among these 10 proteins, Fos exhibited the highest connectivity in the PPI network.

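The hub genes split into transcription factors of neuronal activity, which rose under ACS, and genes of photoreceptor signaling, which did not pass the test. Fos, a subunit of AP-1 on chromosome 6 from 109300433 to 109303299, went from 16.6 ± 3.46 CPM in control neurons to 92.7 ± 12.2 CPM under ACS (SD, n = 3 each), a log2 fold change of 2.48 (standard error 0.20, adjusted p = 0.000361 from edgeR's quasi-likelihood test). Egr1, a zinc finger factor on chromosome 18 from 27657628 to 27661429, went from 45.9 ± 8.99 CPM to 208 ± 23.7 CPM (SD, n = 3 each), a log2 fold change of 2.18 (standard error 0.17, adjusted p = 0.000301). Nr4a1, an orphan nuclear receptor on chromosome 7 from 142905758 to 142920216, went from 5.48 ± 1.97 CPM to 34.1 ± 7.18 CPM (SD, n = 3 each), a log2 fold change of 2.63 (standard error 0.28, adjusted p = 0.00184). Egr2 gained 2.21 (adjusted p = 0.00536), Fosb 2.17 (adjusted p = 0.0194), Ier2 1.13 (adjusted p = 0.00184) and Junb 1.12 (adjusted p = 0.000687) on the log2 scale. Fosb, with 1.81 ± 0.256 CPM in control neurons (SD, n = 3), did not pass without control library 1 (0.0837) or 2 (0.0978) or ACS library 1 (0.0607), 2 (0.0587) or 3 (0.0565). Under DCS, Fos had 15.4 ± 4.19 CPM and Egr1 39.1 ± 7.1 CPM (SD, n = 3 each), log2 fold changes from control of -0.11 and -0.23 (adjusted p = 0.905 and 0.745). Compared with DCS, ACS neurons had more Fos by 2.59 on the log2 scale (adjusted p = 0.000822) and more Egr1 by 2.41 (adjusted p = 0.00034). Gngt1, the gamma subunit of rod transducin, had a log2 fold change of -1.70 (adjusted p = 0.377), and Gnb3, a G protein beta subunit of cones, one of 1.05 (adjusted p = 0.0789). The study chose these 10 genes on the same libraries, so the 7 that rose (8 higher and 1 lower adjusted over the list alone) are not independent evidence of a direction.

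**Figure D1:**
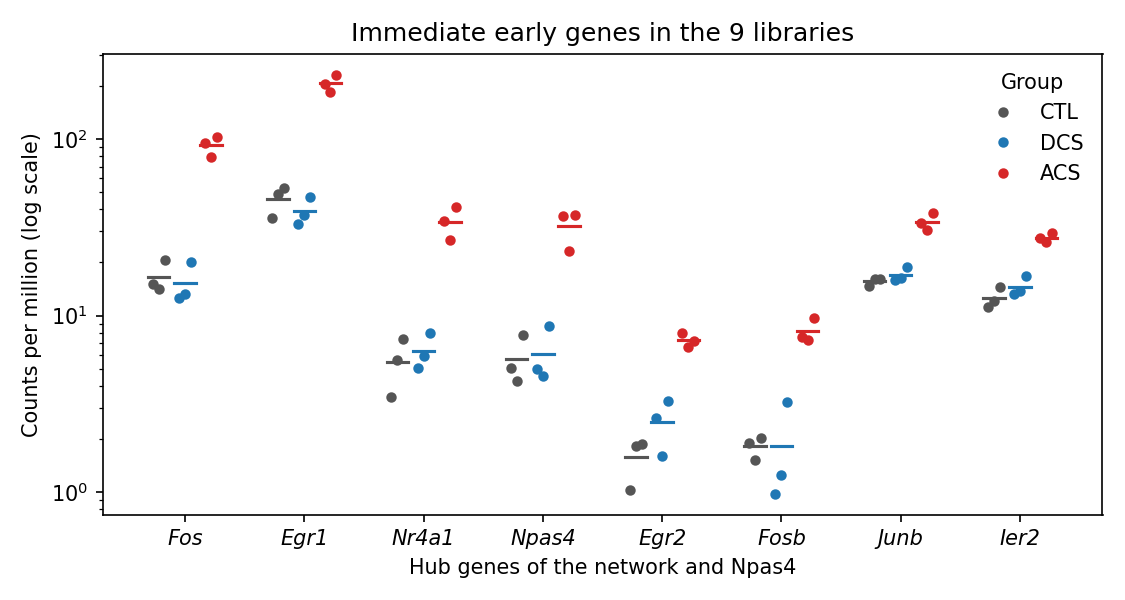
Expression of 8 immediate early genes in CPM on a log axis, for the control, DCS and ACS groups. Each point is 1 library and each short line the mean of 3 libraries. The ACS libraries lie above all control and DCS libraries for each of the 8 genes, with Fos between 79.3 and 103 under ACS and between 14.1 and 20.6 in control neurons.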

### ACS upregulates related gene transcription and is involved in PI3K/AKT/GAP43 upregulation

Based on our sequencing analysis, we performed qRT-PCR to validate our results. As predicted by the hub proteins, ACS significantly increased the transcription of the *Nr4a1*, *Erg1* and *Fos* genes ( Figure 7A). Advanced glycosylation end product-specific receptor (Ager) is involved in the transmission of synaptophysin [29]. *Arc* encodes cytoskeletal-associated proteins that are expressed in neurons. Dmpk is the DM1 protein kinase responsible for regulating synapse structure formation and cognitive function. ACS led to significantly higher levels of *Ager*, *Arc*, and *Dmpk* gene transcription than those found in the control group ( Figure 7B).

**Figure 7:**
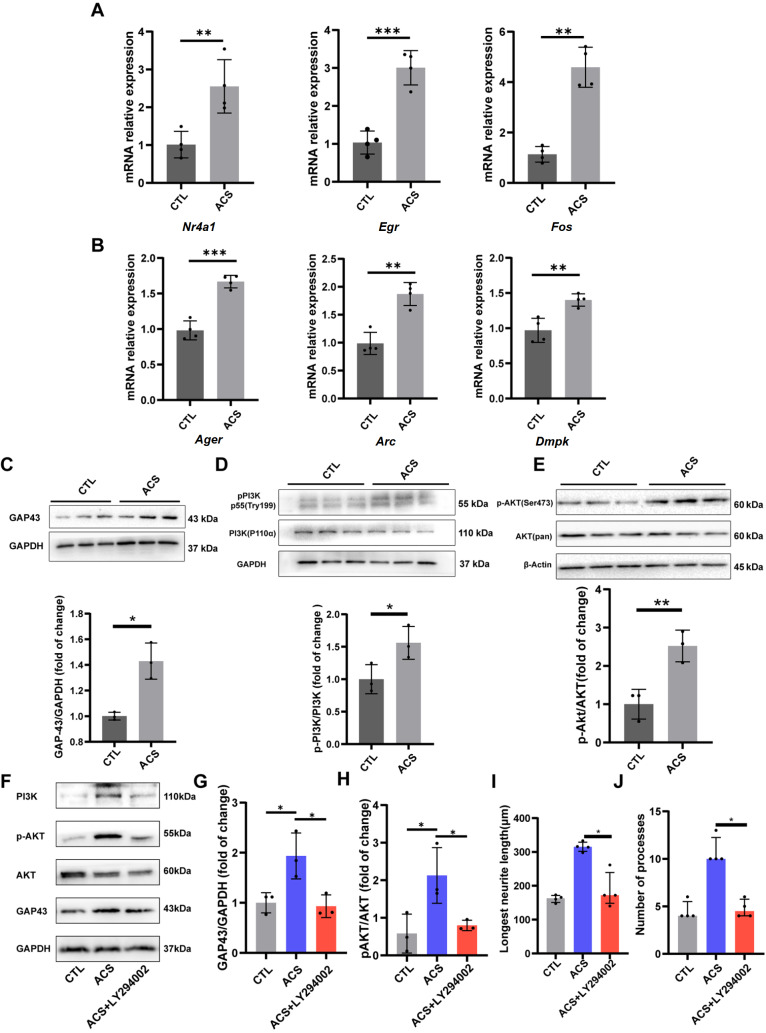
Figure 7 The effects of ACS on neurite growth might be associated with the PI3K/Akt/GAP43 signaling pathway (A) Quantitative PCR quantification of the expression levels of Egr, Fos, and Nr4a1 ( n=4). (B) Quantitative PCR quantification of the expression levels of Ager, Arc, and Dmpk ( n=4). (C‒E) Western blot analysis was performed to assess the activation of the GAP43/PI3K/AKT signaling pathway by detecting the expressions of GAP43, PI3K, p-PI3K, AKT and p-AKT ( n=3). (F‒H) Western blot results of the PI3K/AKT/GAP43 pathway and blockade by the PI3K-AKT pathway inhibitor LY294002. (I,J) LY294002 attenuated the outgrowth of neurons ( n=4). * P<0.05, ** P<0.01, *** P<0.001.

GAP43 expression increases significantly during the development of neuronal processes involved in the outgrowth of axons [ 30, 31] . GAP43 is also the main component of motile ‘growth cones’, which play an important role in the generation of axonal and dendritic filopodia and form the tips of elongating axons [32]. The abovementioned information shows that ACSs can promote the expression of GAP43 at the transcriptional level. According to our KEGG pathway enrichment analysis of the DEGs, the PI3K-AKT pathway may be activated in this process, and previous studies by Ogai *et al*. [33] and Songtao *et al*. [34] also suggested that the PI3K-AKT signaling pathway may be involved in axonal regeneration by increasing GAP43 expression.

The protein expression of GAP43 was also increased in the ACS group, as determined by western blot analysis ( Figure 7C). To further investigate the factors that impact the morphological and gene transcription changes in neurons, the expression levels of p-PI3K, PI3K, p-AKT and AKT were measured by western blot analysis. p-PI3K (p55 Tyr199) expression was increased in the ACS group ( *P*<0.05) but not in the control group ( Figure 7C). We obtained the same results from our analysis of p-AKT expression; specifically, p-AKT (Ser473) expression was increased in the ACS group ( *P*<0.01 *vs*. the control) ( Figure 7E). Therefore, we speculated that GAP43 may regulate neuronal outgrowth by activating the PI3K/Akt signaling pathway. To verify this mechanism, the PI3K-Akt pathway-specific inhibitor LY294002 was used. The expressions of GAP43, PI3K, p-AKT and AKT decreased in the group treated with the PI3K inhibitor LY294002 ( Figure 7F‒H). Moreover, the effect of ACS on promoting the growth of neuronal neurites was attenuated by LY294002 ( Figure 7I,J).

## Discussion

In the present study, we directly compared the effects of ACS and DCS on primary cortical neurons. Given the intrinsic electrical characteristics of neurons, we selected primary cortical neurons. Both ACS and DCS enhance the dendritic complexity of cortical neurons, and ACS exhibited a better effect than DCS. Additionally, we investigated the formation of the neuron network after ES by evaluating the firing spikes depicted in the raster plots, which reflect the activity, synchrony, and oscillation of the neuron network. We confirmed that the neurite growth effects of ACS might be associated with the PI3K/Akt/GAP43 signaling pathway.

Neurotrauma, neurodegenerative diseases, and other central nervous system-related diseases threaten the lives of millions of people worldwide. ES plays an important role in neural regeneration and is widely used for the treatment of nervous system disorders caused by SCI [35]. ES could accelerate nerve repair and functional recovery in animal models and patients. Shapira *et al*. [36] found faster behavioral and electrophysiological recovery in response to brief functional electrical stimulation therapy (3 V, 20 Hz) after severe in-continuity experimental nerve injury. In the central nervous system, the use of epidural electrical stimulation (EES) as a neuromodulation technique has long been known to treat chronic pain after SCI. Song *et al*. [37] implanted electrodes into rats after complete SCI with stimulation parameters of 40 Hz, 100–900 μA, and biphasic rectangular pulses and observed effective restoration of locomotion function in rats.

At present, we recognize two primary forms of ES: ACS and DCS. Numerous preclinical studies at the cell molecular level have been conducted to probe the possible mechanisms of action. Previous studies have reported that PC12 cell lines exposed to ACS exhibit enhanced neurite elongation [38]. In addition, Farahani *et al*. [39] found that DCS enhances synaptic plasticity in CA1 pyramidal neurons by increasing postsynaptic somatic spiking.

However, despite the growing evidence showing the effectiveness of ES, the differences between the effects of ACS and DCS on cells are unclear. Most types of ES used in published studies were ACS. The underlying mechanism of the cellular response to ACS and DCS remains unclear. ACS might prevent the buildup of charge in the cellular environment. Therefore, a direct comparison between ACS and DCS is needed.

Previous investigations of the mechanisms of ES have focused on voltage-gated Ca ^2+^ channels, transmembrane potentials, and ion flow [40]. However, the possibility that ES directly regulates gene expression cannot be ignored. Neurotrophins, including BDNF, β-NGF, and NT-3, support neuronal development, maintenance, and plasticity. The regulation of BDNF expression in neurons is considered to be linked to electrical activity. As observed in previous studies, the electrical stimulation (20 Hz, 3‒5 V) of cultured spinal cord neurons promotes BDNF expression [41]. Neurotrophins have thus been suggested to be involved in an important mechanism through which ES promotes the neurite growth of neurons. However, in the present study, we did not observe any increased secretion of neurotrophins, such as BDNF, β-NGF, and NT-3, after ES. ES may act via other nonspecific mechanisms, and this possibility warrants further investigation.

The membrane-associated protein GAP43, a marker of axonal and synaptic growth, is involved in axonal elongation, regeneration, and neurotransmitter release [ 30, 42] . We found that ACS increased GAP43 expression in cultured cortical neurons. We sequenced the transcriptome to investigate the transcriptomic changes observed after ACS. The results of the KEGG pathway analysis showed that the PI3K/AKT pathway was significantly enriched after ACS, and the expression levels of p-PI3K and p-AKT were also upregulated after ACS. PI3K/AKT are reportedly involved in the ES-mediated regulation of cell growth and other specific cellular processes [43]. The results from the present study demonstrate that the effect of ACSs in neurons might be due to increased GAP43 expression through the PI3K/AKT signaling pathway. The impact of ACS could be blocked by the presence of the PI3K-Akt pathway-specific inhibitor LY294002. These results confirm that the effects of ACS on neurite growth are associated with the PI3K/Akt signaling pathway.

In summary, we explored the influence of ACS and DCS on the electrophysiological characteristics of cultured primary cortical neurons. We established a simple, safe, and effective electrostimulation culture platform that is amenable to further research and translation. It is particularly important to study the mechanism through which ES affects cells and to formulate effective clinical therapy parameters. Moreover, neuronal electrophysiological properties and axonal morphology after ACS and DCS were compared. Transcriptome sequencing showed changes in the neuronal cytoskeleton and associated pathways, such as axonogenesis, the shape of axons, the growth of neurites, and the branching of axons after ACS. 

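Few of the listed genes of the cytoskeleton, axon growth and axon guidance passed the test under ACS, and those that did gained at most 0.60 on the log2 scale. In data simulated over all 16284 tested genes, the test called 19.7% of those changed by 0.5 on that scale. Few calls therefore do not show that few genes changed. The share was not computed for the genes of these lists, so how many of their changes were missed is not known. Flna, the actin crosslinker filamin A, went from 391 ± 27.6 CPM to 524 ± 18.5 CPM (SD, n = 3 each), a log2 fold change of 0.42 (standard error 0.05, adjusted p = 0.00342 from edgeR). Rhob, a small GTPase of actin and endosomes, gained 0.31 on the log2 scale (adjusted p = 0.0113) and did not pass without control library 1 (0.0552) or 2 (0.0619) or ACS library 2 (0.0524). These were the only 2 of 36 measured regulators of actin and microtubules that rose, and none fell (4 higher adjusted over the list alone, adjusted p = 0.289 from camera). Of 30 genes of axon growth and regeneration, 4 rose and none fell, and the list stood above other genes (adjusted p = 0.000397 from camera, adjusted p = 0.218 with an estimated correlation). Jun, which also belongs to the immediate early genes, gained 0.60 (adjusted p = 0.00223), Dpysl5, a collapsin response mediator, 0.33 (adjusted p = 0.0104), Stmn3, a stathmin that binds tubulin, 0.22 (adjusted p = 0.0246) and L1cam, an axonal adhesion molecule, 0.17 (adjusted p = 0.0355) on the log2 scale. Jun alone of these passed whichever 1 library was left out. Dpysl5 was lost without ACS library 2 (0.0503), Stmn3 without 4 of the 9 libraries (up to 0.111) and L1cam without 6 (up to 0.153). Of 32 receptors and ligands of axon guidance, the plexins Plxna3 (0.50, adjusted p = 0.0109) and Plxnb1 (0.34, adjusted p = 0.0267) rose on the log2 scale (2 higher and 1 lower adjusted over the list alone, adjusted p = 0.317 from camera). Both calls were lost when single libraries were left out, Plxna3 without control library 1 (0.051) or 2 (0.0619) and Plxnb1 without 5 of the 9, with adjusted p up to 0.113. Cttn, which encodes the actin-binding protein cortactin, stands in the table as 2 entries, 1 at a count of 0 in all 3 ACS libraries and the other at a log2 fold change of 0.25 (adjusted p = 0.0731). Dpysl5 also had a log2 fold change of 0.30 under DCS (adjusted p = 0.51) and one of 0.02 between ACS and DCS (adjusted p = 0.888). At the paper's thresholds, the GO term axonogenesis held 0 genes where 0.854 would by chance, actin cytoskeleton organization 0 (1.98 by chance), neuron projection development 3 (1.53) and axon guidance 2 (1.82). Among the genes at an adjusted p under 0.05 they held 5 (3.16 by chance), 5 (7.35), 8 (5.66) and 11 (6.73), each at an adjusted p of 1 from a one-sided Fisher's exact test.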

Based on these findings, we further determined the association of ACS with the PI3K/AKT/GAP43 pathway.

## Supporting information

Supplementary

## Supplementary Data

Supplementary data is available at *Acta Biochimica et Biophysica Sinica* online.

# Supplementary material for: Alternating current stimulation promotes neurite outgrowth and plasticity in neurons through activation of the PI3K/AKT signaling pathway: Neurite growth enhanced by alternating current stimulation via PI3K/AKT pathway
**Source:** Acta Biochim Biophys Sin (Shanghai). 2023 Oct 9;55(11):1718–29. doi: 10.3724/abbs.2023238
**Supplement:** Supplementary

**Supplementary Table S1. Sequences of primers used in qPCR**

| Gene         | Forward primer (5'→3')    | Reverse primer (5'→3')    |
|--------------|---------------------------|---------------------------|
| <i>GAPDH</i> | AACGGCACAGTCAAGGCTGA      | ACGCCAGTAGACTCCACGACAT    |
| <i>GAP43</i> | AACGGCACAGTCAAGGCTGA      | ACGCCAGTAGACTCCACGACAT    |
| <i>BDNF</i>  | CTTGGAGAAGGAAACCGCCT      | GTCCACACAAAGCTCTCGGA      |
| <i>NT-3</i>  | AGCTTGTTCCCAGAATCCAGC     | GACAAGCATCAGTCCCACGA      |
| <i>β-NGF</i> | GTCTGGGCCCCAATAAAGGCT     | CTGTGTACGGTTCTGCCTGT      |
| <i>Egr</i>   | CCTGAACTGGACCACCTCTACTCTC | TGGCGGCGATAAGAATGCTGAAG   |
| <i>Fos</i>   | CCTTCACCCTGCCTCTTCTCAATG  | AGCCTTCAGCTCCATGTTGCTAATG |
| <i>Ager</i>  | CTGCCTCTGAACTCACAGCCAATG  | TCCTGGTCTCCTCCTTCACAACTG  |
| <i>Arc</i>   | TGTTGACCGAAGTGTCCAAGCAG   | CATAGCCGTCCAAGTTGTTCTCCA  |
|              |                           | G                         |
| <i>Dmpk</i>  | AGACACCCTTCTACGCCGACTC    | GACACAGCAGCCCACGAATGAG    |
| <i>Npas4</i> | GCAGTCATGTACCGATCCACCAAG  | GGCAGCAGTTCCTTGAGGTTCC    |

How the deposited data were processed for this re-analysis (not part of the article)

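RNA was measured in 9 libraries of primary cortical neurons from rat embryos, 3 unstimulated (control), 3 under direct current (DCS) and 3 under alternating current (ACS), grouped as their labels give them. All 9 libraries were used, and every column of values was mapped to a library. The labels call the direct current group DES.

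The authors sequenced polyadenylated RNA, trimmed the reads (the paper names fastp, the labels cutadapt 1.9), aligned them with HISAT2 (version 2.0.4 in the labels) and quantified each library with StringTie (version 1.3.4d in the labels). The paper calls the genome Rattus norvegicus GRCh38, and the table names no build. The labels also name UMI-tools, without its role. The FPKM values as deposited were computed by the authors per kilobase of exon and per sequenced fragment of the library, with zeros written as 0.0001. The estimated count beside each FPKM value was also made by the authors with StringTie and is given as a whole number. The length behind count and FPKM varied between libraries by a median of 0.25%, so both columns hold the same measurement. Of the counts from 1 to 15, 34.1% are 4, 8 or 12 where 20% would be if they were even. Replicates differ by a variance of 3.91 to 4.29 times the mean at low counts, so a fragment may add about 4. That variance also holds any difference between the samples themselves. Of the 32623 entries, 10920 have a count of 0 in every library. GO terms are given for 63.2% of the entries and KEGG pathways for 25.3%.

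The plan named edgeR as the main test if the table held counts, and limma on FPKM otherwise, so edgeR 4.0.16 was used and limma became an alternative. Counts were scaled by TMM, and genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 16284 genes and removed 16339. A quasi-likelihood F test over all 9 libraries gave each comparison (ACS with control, DCS with control, ACS with DCS), with a common biological coefficient of variation of 0.218, 6 residual degrees of freedom and a prior of 3.83. The p-values were adjusted by the Benjamini-Hochberg method over the genes of a comparison, and a call means an adjusted p under 0.05. The thresholds the paper states are an unadjusted p under 0.05 and a fold change over 2 in either direction. A gene with groups that do not overlap has all 3 libraries of a group on 1 side of the 3 of the other. A group at 0 was set to a floor of 3 fragments, or 12 counts, per library for a bound on its fold change. Of the tested genes, 835 entries share their symbol with another entry, and 13996 have a gene symbol that is not a clone or locus name.

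The libraries hold 12259853 to 17172690 fragments. Precision was tested on simulated data made from these libraries. The test called 13 of 66 genes changed by 0.5 on the log2 scale (19.7%), 39 of 68 changed by 1 (57.4%) and 60 of 66 changed by 2 (90.9%), with 8 false calls among 120. Small changes of single genes are therefore often missed.

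Camera from limma 3.58.1 compared 21 lists of pathway genes and 11 lists of cell type markers with the other genes, on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over the 32 lists. The lists cover immediate early genes, later activity-induced genes, neurotrophic factors, axon growth, axon guidance, the cytoskeleton, core genes of PI3K/AKT signaling, presynaptic and postsynaptic genes, ion channels, splicing factors, ribosomal proteins, the respiratory chain, mitochondrially encoded genes, heat shock and oxidative stress, the unfolded protein response, interferon-induced genes, inflammatory targets, cholesterol synthesis, glycolysis and hypoxia, and apoptosis. The cell types are excitatory neurons, GABAergic interneurons, astrocytes, oligodendrocytes, microglia, endothelial cells, meningeal fibroblasts, progenitors, ependymal cells, photoreceptors and erythroid cells. The genes the study named as hubs or measured by RT-qPCR were counted without a list test. GO terms and KEGG pathways with 5 to 500 tested genes were compared by a one-sided Fisher's exact test, with the tested genes that carry any term of the same source as background.

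Genes are named by a rule. Per comparison, it takes the 10 largest positive and 10 largest negative log2 fold changes among called genes with groups that do not overlap, filled by smallest p from the genes at the paper's thresholds. It adds the genes the study names in its text, its primer table and Figs. 5A, 6B, 6D, 6E and 6F, which had been seen when the rule was written, and up to 4 members of a list, by smallest p or highest FPKM. Clone and locus names were counted and not named. The text says where a gene was chosen after its values were seen.

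Of the alternatives fixed in advance, those of the edgeR fit changed 1 choice at a time. They were no filter, a minimum mean FPKM of 1 or 5, median-of-ratios scaling, the 6 libraries of a comparison alone, the replicate number as a block, entries with a gene symbol alone, and each library left out in turn. With other tools they were DESeq2 1.42.0 and limma with a trend on log2 FPKM, over genes with a mean FPKM of at least 0.5. Limma was run at a pseudocount of 0.1, 0.01, 0.5 or 1, after quantile or TPM scaling, without a trend, and with library weights. These fits differ from edgeR in tool, measure and filter together, and the others differ from the limma fit at a pseudocount of 0.1 in 1 choice. For lists they were an estimated correlation and the fry test, and for terms another choice of genes. Added after the data were seen were counts divided by 4, a length correction, equal depth, the removal of entries at 0 in some libraries, the removal of the 100 highest entries, and edgeR's exact test. The 2 corrections for GC content were not run, since no GC values were at hand. The rest of the work used R 4.3.3 with data.table 1.17.8. The qPCR, protein, imaging and electrode measurements of the paper were not analysed here. Results of a few single genes are not reported here.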

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

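The test of a loss of Cttn RNA was chosen only after the result was seen, as were the genes singled out by name below.

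Some immediate early genes separated the effect of alternating current from that of direct current. In the direct comparison 103 genes had an adjusted p under 0.05 from edgeR, and each library left out alone moved that count by over 1.5 times, from 27 without DCS library 2 to 184 without control library 3. They are set out here because the comparison tests the difference between both stimulations itself. Of the 27 measured immediate early genes, 11 were higher under ACS than under DCS, and 6 of these (Dusp1, Egr1, Fos, Jun, Junb and Nr4a1) passed whichever 1 library was left out. Of 30 later activity-induced genes, 2 were higher and 1 lower (4 and 2 adjusted over the list alone, adjusted p = 0.989 from camera). Fos had a log2 fold change of 2.59 (adjusted p = 0.000822) and Dmpk one of 0.91 (adjusted p = 0.00115), in all 3 ACS libraries against all 3 DCS libraries. Hes5 had one of -1.47 (adjusted p = 0.0208), which did not pass without DCS library 1 (0.0675) or 2 (0.0842) or ACS library 1 (0.0916) or 2 (0.0948).

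Regulation of RNA splicing is a term the paper does not discuss. Among the 645 annotated genes with an adjusted p under 0.05 between ACS and control, 11 carry it where 2.05 would by chance (5.37 times as many, adjusted p = 0.0128 from a one-sided Fisher's exact test). They include Clk1, Snrnp70, Srsf10, Hnrnpf and the neuronal splicing regulators Rbfox1 and Rbfox3. Double-stranded DNA binding was the other term that passed, with 17 genes where 4.55 would by chance (adjusted p = 0.0128 from the same test). Its genes include Fos, Fosb, Jun and Hes5. Snrnp70 gained 0.53 on the log2 scale (adjusted p = 0.000828) and passed whichever 1 library was left out, whereas Rbfox1 was lost without 7 of the 9 (adjusted p up to 0.15) and Srsf10, which fell by 0.30, without 5 (up to 0.109).

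Of the 2 entries named Cttn, the cortactin gene, the one on chromosome 1 from 215255381 to 215290845 had counts of 4487 to 5520 in control and 3179 to 5707 in DCS libraries and of 0 in all 3 ACS libraries, at least 336-fold lower than under DCS (adjusted p = 3.89e-06, floor of 12 counts per library). A loss of Cttn RNA from the stimulated cells would lower both entries, but the other, from 217602698 to 217638152, had 83.9 ± 4.25 CPM in control and 100 ± 4.31 CPM under ACS (SD, n = 3 each), a log2 fold change of 0.25 (standard error 0.07, adjusted p = 0.0731). Reads shared between near-identical copies and given to only 1 of them remain a candidate explanation, since 16 of 145 entries that are at 0 in some libraries and above 100 counts in the rest share their symbol with another entry (11.03%, against 5.075% of the other tested entries, exact p = 0.00314). Zeros that fall on libraries without regard to their group also stay open, with 2 of 30 such entries at 0 in exactly the 3 libraries of a group where 1.071 would by chance (exact p = 0.291). The other entry was not lower (0.25), which argues against a loss of Cttn RNA that lowers both entries. That entry gained less than the first lost, so a loss confined to the first entry was not excluded.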

How the results depend on the processing

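Of the settings below, counts divided by 4, the length correction, equal depth, the removal of entries at 0 in some libraries, the removal of the 100 highest entries and edgeR's exact test were chosen only after the results were seen. Unless another comparison is named, values of gene lists are adjusted p of ACS against control, and the cause of a change was not tested except where the text gives it.

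The list of immediate early genes stayed above the other genes at an adjusted p between 1.89e-17 and 2.08e-10 under 21 of 22 alternatives that compare a list with other genes, and between 2.06e-17 and 1.18e-12 without any single library. Fry, which tests a list against no change, gave 0.00435. Axon growth genes (0.000176 to 0.00498), cholesterol synthesis genes (0.000322 to 0.0104, lower, with 0.0289 from fry) and progenitor markers (0.00654 to 0.0307, lower) likewise kept their side of the threshold under 21 of 22. The exception for all 4 lists was camera with an estimated correlation, given below. The core genes of PI3K/AKT signaling did not pass under any of the 22 (0.392 to 0.691), from fry (0.116) nor without any library (0.399 to 0.819). The 678 genes that differed between ACS and control stayed within a factor of 1.5, from 475 to 859, under 18 of 22 alternatives. Of 1443 values of the results that answer a comparison, 1238 kept their direction and side of the threshold or stayed within their bounds. Another 53 lost the threshold, 19 gained it, 132 moved and 1 reversed. Of 26966 values of named genes and of other lists, 25470 kept their side, 852 lost it, 436 gained it, 207 moved and 1 reversed.

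Under DESeq2, 1652 genes had an adjusted p under 0.05 between ACS and control, 38 between DCS and control and 660 between ACS and DCS, where edgeR gave 678, 2 and 103. The fold changes of DCS and ACS from their shared controls then correlated at 0.502 in place of 0.444, and 498 genes in place of 96 passed in the same direction against both control and DCS. With library weights the counts were 2508, 4 and 279, with 153 DCS genes at the paper's thresholds in place of 93, a correlation of 0.554, 238 genes in the same direction and 1 functional term in place of 0. The lists of splicing (0.25), inflammatory (0.211) and excitatory neuron genes (0.0525) no longer passed, and mitochondrially encoded genes did (0.0137). Limma without a trend gave 419 genes for ACS against control and 38 for ACS against DCS, 152 and 111 at the paper's thresholds, 37 in the same direction and 1 term, with splicing at 0.154 and inflammatory genes at 0.289. EdgeR's exact test gave 433, 13 and 171 genes, 455, 252 and 326 at the paper's thresholds and a correlation of 0.61.

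Camera with an estimated correlation called 0 lists in each comparison, where the preset value called 11, 6 and 15. Immediate early, cholesterol and excitatory neuron genes were at 0.283, progenitor markers at 0.294, axon growth at 0.218, channels at 0.581, presynaptic, splicing and inflammatory genes at 0.585, and ribosomal and interferon-induced genes at 0.586. Its construction gives each list its own correlation, which was 0.31 among the immediate early genes against the preset 0.01. Among axon growth genes it was 0.012, and their adjusted p still went from 0.000397 to 0.218. Among microglial markers it was -0.039, and under DCS their adjusted p went from 0.0256 to 0.531. A higher correlation cannot be the reason for the loss of the microglial list. For axon growth genes the correlation was slightly above the preset value, and the reason for either loss was not tested. No list passed this setting in any comparison, at correlations from -0.041 (ependymal markers) to 0.75 (interferon-induced genes). Failing it therefore does not tell lists apart. Fry called 6, 1 and 7 lists, with presynaptic and inflammatory genes at 0.116, channels at 0.071, ribosomal genes at 0.188 and interferon-induced genes at 0.26.

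Limma on FPKM gave other values than edgeR for weakly called lists. All limma fits, those above included, differ from edgeR in tool, measure and filter together. With a pseudocount of 0.1, splicing genes were at 0.123 and inflammatory genes at 0.299, with 1 term. With 0.01 they were at 0.123 and 0.312, with 1 term and 66 genes between ACS and DCS. With 0.5 they were at 0.117 and 0.28, with 3 terms and a correlation of 0.477, 1 gene between DCS and control, and 108, 42 and 81 genes at the paper's thresholds for ACS against control, DCS against control and ACS against DCS, where edgeR gave 239, 93 and 168. With 1 they were at 0.116 and 0.274, with 2 terms, a correlation of 0.487, 1 gene between DCS and control, and 64, 27 and 60 genes. A larger pseudocount shrinks fold changes by its construction. On TPM they were at 0.0639 and 0.237, with 1 term, and after quantile normalization at 0.108 and 0.292.

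A minimum mean FPKM of 1 left 119, 34 and 83 genes at the paper's thresholds, with splicing at 0.0663, inflammatory genes at 0.421 and erythroid genes at 0.0469. The excess of correlations within ACS and control was 0.00662 in place of 0.00331. At a minimum of 5, with fewer genes tested, 35, 11 and 25 were left, with 1 gene between DCS and control, 172 between ACS and DCS and 159 in the same direction. Postsynaptic (0.04) and GABAergic genes (0.0402) then passed, splicing genes did not (0.06), inflammatory genes reversed their direction (0.984), the excess was 0.00891, and the correlation of fold changes with gene length was 0.0172 in place of -0.0269. Without a filter 386, 215 and 312 genes were at the paper's thresholds, erythroid genes were at 0.0454 and the correlation of DCS and ACS was 0.484. The functional terms among the genes at an adjusted p under 0.05 numbered 2, and among the lower genes alone 2, in place of 0.

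With entries that carry a gene symbol alone, 1 gene differed between DCS and control, 155 between ACS and DCS and 109 at the paper's thresholds between ACS and DCS. With the 6 libraries of a comparison alone, 1 gene differed between DCS and control, postsynaptic genes were at 0.0432 and 1 term passed. Library numbers did not pair the samples, since deviations of libraries with the same number correlated between -0.0532 and 0.0631, with 0 of 9 over 0.1. With the number as a block, 1 gene differed between DCS and control, 59 between ACS and DCS and 57 in the same direction, with splicing at 0.0594 and the excess at 0.00621.

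Counts divided by 4 gave 134, 45 and 97 genes at the paper's thresholds and 1 gene between DCS and control, with inflammatory genes at 0.0886, erythroid genes at 0.0359 and the correlation with length at 0.00695. Equal depth gave 134, 57 and 93 genes and 1 between DCS and control, with splicing at 0.0619, inflammatory genes at 0.128, erythroid genes at 0.0331 and the correlation with length at 0.00779. The length correction left splicing and inflammatory genes at 0.0573 each, with 3 DCS lists in place of 6 and a correlation with length of 0.0145. Without entries at 0 in some libraries the correlation of DCS and ACS was 0.478, and without the 100 highest entries splicing was at 0.0925.

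Without 1 library at a time, 138 to 1431 genes differed between ACS and control, 1 to 47 between DCS and control and 27 to 184 between ACS and DCS. At the paper's thresholds DCS gave 103 to 209. The correlation of DCS and ACS ranged from 0.347 to 0.651, the genes in the same direction from 24 to 147, and the terms from 0 to 5. Lists ranged from 0.0284 to 0.168 for postsynaptic, 0.00761 to 0.291 for splicing, 0.000324 to 0.0976 for ribosomal, 4.11e-05 to 0.667 for mitochondrially encoded, 0.0359 to 0.312 for heat shock, 0.00542 to 0.127 for inflammatory, 0.0335 to 0.211 for GABAergic, 0.00111 to 0.537 for photoreceptor and 0.0202 to 0.261 for erythroid genes. Only 1 list of another comparison reversed, interferon-induced genes between ACS and DCS, which were higher without DCS library 3 (7.96e-05) and ranged up to 0.856 without another.

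The 2 corrections for GC content, with and without the block, were not run, since no GC values were at hand, and the endothelial and ependymal lists gave no value under some filters, where too few members were left. Depth limits the genes with few fragments. Of the 239 genes at the paper's thresholds between ACS and control, 144 had a mean count under 50, and in simulated data changes of 0.5 on the log2 scale were called in 19.7% of genes.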

Differences from the paper's values

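Between ACS and control, the paper gives 143 genes at its thresholds, and 239 were found here. Of the alternatives set before the data were examined, 8 came within 1.5 times of the paper's number, namely limma on log2 FPKM with a pseudocount of 0.1 (165), 0.01 (173) or 0.5 (108), a minimum mean FPKM of 1 (119), quantile normalization (160), TPM (179), limma without a trend (152) and entries with a gene symbol alone (161). Of the 23 genes of Fig. 6D, edgeR left 6 uncalled, entries with a gene symbol alone 5, and the other 7 of these alternatives 13 to 16 uncalled or untested. Those outside were a pseudocount of 1 (64), no filter (386), a minimum mean FPKM of 5 (35), median-of-ratios scaling (239), the 6 libraries compared alone (221), library weights (243), DESeq2 (244), the replicate block (229) and each library left out (240 to 309). Counts divided by 4 (134) and equal depth (134), chosen after seeing the values, also came within 1.5 times, and left 6 and 9 of the 23 genes of Fig. 6D uncalled or untested.

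The paper gives 95 higher genes between ACS and control, and 162 were found here. Within 1.5 times were limma with a pseudocount of 0.1 (137), 0.01 (140) or 0.5 (91), a minimum mean FPKM of 1, which gave the paper's number, quantile normalization (125), limma without a trend (126), entries with a gene symbol alone (109) and the fit without ACS library 2 (134), the last with 11 of the 23 genes of Fig. 6D uncalled. Outside were a pseudocount of 1 (52), no filter (224), a minimum mean FPKM of 5 (28), median-of-ratios scaling (161), TPM (149), the 6 libraries alone (148), library weights (187), DESeq2 (164), the block (151) and the other libraries left out (150 to 214). Chosen after seeing the values, counts divided by 4 (100), equal depth (100) and the length correction (141) were within 1.5 times, with 6, 9 and 6 of the 23 genes of Fig. 6D not called.

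The paper gives 48 lower genes between ACS and control, and 77 were found here. Within 1.5 times were limma with a pseudocount of 0.01 (33), quantile normalization (35), library weights (56), entries with a gene symbol alone (52) and the fit without control library 3 (68). Library weights and the fit without control library 3 each left 11 of the 23 genes of Fig. 6D uncalled or untested. Outside were pseudocounts of 0.1 (28), 0.5 (17) and 1 (12), no filter (162), a minimum mean FPKM of 1 (24) or 5 (7), median-of-ratios scaling (78), TPM (30), the 6 libraries alone (73), limma without a trend (26), DESeq2 (80), the block (78) and the other libraries left out (74 to 159). Counts divided by 4 and equal depth (34 each, chosen after seeing the values) were within it, with 6 and 9 of the 23 genes of Fig. 6D not called.

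Between DCS and control, the paper gives 56 genes, and 93 were found here. Within 1.5 times were limma with a pseudocount of 0.1 (69), 0.01 (74) or 0.5 (42), quantile normalization (68), TPM (72), the 6 libraries alone (65), limma without a trend (62) and entries with a gene symbol alone (62). Outside were a pseudocount of 1 (27), no filter (215), a minimum mean FPKM of 1 (34) or 5 (11), median-of-ratios scaling (92), library weights (153), DESeq2 (102), the block (96) and each library left out (103 to 209). Counts divided by 4 (45) and equal depth (57), chosen after seeing the values, were within it, and the paper's text names no gene of this comparison that they could drop.

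The paper gives 24 higher genes between DCS and control, and 47 were found here. Within 1.5 times were limma with a pseudocount of 0.5 (20), a minimum mean FPKM of 1 (18), quantile normalization (35), the 6 libraries alone (32), limma without a trend (34) and entries with a gene symbol alone (31). Outside were pseudocounts of 0.1 (37), 0.01 (41) and 1 (14), no filter (94), a minimum mean FPKM of 5 (8), median-of-ratios scaling (46), TPM (40), library weights (85), DESeq2 (48), the block (47) and each library left out (39 to 95). Counts divided by 4 (20) and equal depth (28), chosen after seeing the values, were within it.

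Of the genes the paper names for ACS against control, 12 of 14 in its text, 13 of 15 in Fig. 6B, 17 of 23 in Fig. 6D, 21 of 32 in Fig. 6E, 20 of 85 in Fig. 5A and 6 of 10 in its primer table met its thresholds here. Among the hub genes, the paper counts Gngt1 as differing, and here it had a log2 fold change of -1.70 (unadjusted p = 0.125). It met the thresholds with the 6 libraries alone, without DCS library 3 and under edgeR's exact test. Of the other genes that the paper shows in Figs. 6B and 6D, log2 fold changes and unadjusted p from edgeR were 1.65 (p = 0.0562) for Col6a4, -1.29 (p = 0.107) for Spp1, -1.57 (p = 0.122) for Pde6b, -1.15 (p = 0.0686) for Ptgs2, -1.36 (p = 0.0914) for Slc6a12 and -1.20 (p = 0.0744) for Nox1. Col6a4 met the thresholds without a filter, with the 6 libraries alone, under DESeq2, with gene symbols alone, without DCS library 1 or 3 or ACS library 3, with counts divided by 4 and under the exact test. Spp1 did with the 6 libraries alone, library weights, the block, without DCS library 3 or ACS library 3 and under the exact test, and Slc6a12 under these and quantile normalization. Pde6b did without control library 1, Ptgs2 with the 6 libraries alone, without control library 1 or DCS library 1 or 3 and under the exact test, and Nox1 under DESeq2, with the block and without ACS library 2. The exact test and counts divided by 4 were chosen after seeing the values. The exact test called 21 of the 23 genes of Fig. 6D and dropped 2, the 6 libraries alone called 21, and the fit without DCS library 3 called 22.

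In the network of Fig. 6E, the paper places genes that here did not meet its thresholds. Aldh18a1 (0.44), Ppp2ca (-0.11), Rpl21 (-0.12) and Snrpc (0.03, log2 fold changes) met them under none of the settings. Apol9a, Ifit1, Ifit3, Mx1 and Rsad2 met them with the 6 libraries alone, with library weights, without DCS library 3 and under the exact test. Apol9a and Ifit3 also did with the block, Ifit1, Ifit3, Mx1 and Rsad2 without DCS library 1, and Rsad2 further without a filter, with gene symbols alone, without control library 1 and without the entries at 0 in some libraries. Lenep did under limma with a pseudocount of 0.1 or 0.5, quantile normalization, TPM, no trend, the 6 libraries alone, counts divided by 4, equal depth and the exact test. Gpr75 (-0.97) did without control library 2 or 3 or ACS library 2 and at equal depth. The settings added after seeing the values, the exact test, counts divided by 4, equal depth and the fit without entries at 0, dropped 5, 12, 11 and 11 of the 32.

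The paper describes the genes at its thresholds as enriched in synaptic, calcium, iron-sulfur and photoreceptor terms and in 7 KEGG pathways that include PI3K-Akt signaling. It states no adjustment for these terms, and its list held 143 genes where 239 were found here. Isoprenoid binding and retinoid binding, which it also names, are each carried by only 2 tested genes here and were not tested. No term passed after adjustment here, with an adjusted p of 1 for cellular response to calcium ion (4.75 times the number expected) and for the PI3K-Akt pathway, and of 0.193 for Phototransduction and the IL-17 pathway. Phototransduction passed among the lower genes alone (0.0273), with the 6 libraries alone (0.0121), without control library 1 (2.31e-06) and without DCS library 3 (0.00124), and the IL-17 pathway (0.0013) and photoreceptor outer segment (0.0142) without control library 1. The PI3K-Akt pathway passed under none of the settings. The paper reports a higher level of Gap43 RNA from RT-PCR. Here Gap43 had a log2 fold change of 0.17 (unadjusted p = 0.0253 and adjusted p = 0.168 from edgeR), in the paper's direction. Gap43 met both of the paper's thresholds under none of the settings, but the paper states them for sequencing and not for RT-PCR. The supplement of the paper prints the same primer pair for GAPDH and GAP43, so what its RT-PCR value of Gap43 measured is unclear. The paper also reports more GAP43 protein under ACS from western blots, which were not analysed here. For Nr4a1, Egr1, Fos, Ager, Arc and Dmpk the direction and the call at the paper's sequencing thresholds were those the paper gives.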

Other observations

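The test of RNA carried over from photoreceptor-like cells was chosen only after the result was seen, and of the alternatives below so were the length correction, equal depth and the removal of the 100 highest entries.

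Beyond the early transcription factors and splicing genes, few genes of the functional groups below passed the test under alternating current. Nr4a2, a nuclear receptor induced by activity, gained 0.51 on the log2 scale (adjusted p = 0.0163) and did not pass without control library 2 (0.0633) or ACS library 1 (0.0587). With Nfil3 and Per1 it made 3 of 30 later activity-induced genes that rose, against Cdkn1a, which fell (3 and 1 adjusted over the list alone, adjusted p = 0.317 from camera). Of 37 voltage-gated channel genes, 4 rose, Kcnt1, Cacna1d (0.43), Cacna1h and Cacna1a, and none fell (13 higher and 1 lower adjusted over the list alone, adjusted p = 0.00157 from camera and adjusted p = 0.581 with an estimated correlation). Cacna1d, an L-type calcium channel, did not pass without control library 1 (0.0532), and Cacna1h and Cacna1a were lost without 6 and 7 of the 9 libraries (up to 0.125 and 0.157). Of 31 presynaptic genes 1 was higher and 0 lower (4 and 0 adjusted over the list alone, adjusted p = 0.000479 from camera and adjusted p = 0.585 with an estimated correlation). Of 33 postsynaptic genes, Shank1, Nlgn2 and Dlgap4 rose (6 adjusted over the list alone, adjusted p = 0.0693 from camera), and the list passed without control library 1 (0.0369), DCS library 1 (0.05) or 3 (0.0454) or ACS library 3 (0.0284). Nlgn2 and Dlgap4 were each lost without 7 libraries. None of 17 neurotrophic factors and receptors passed edgeR's adjusted test (0 adjusted over the list alone, adjusted p = 0.516 from camera).

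Genes of protein, lipid and stress metabolism were lower in a few cases. Rpl18 fell by 0.25 on the log2 scale (adjusted p = 0.0182, lost without 4 libraries, up to 0.0861), and it was among 3 of 52 ribosomal protein genes that fell (7 adjusted over the list alone, adjusted p = 0.00188 from camera and adjusted p = 0.586 with an estimated correlation, 0.0976 without ACS library 3). Idi1 and Msmo1, enzymes of cholesterol synthesis, fell by 0.32 and 0.28 (adjusted p = 0.0345 and 0.0366, lost without 7 and 6 libraries), 2 of 20 on that list (6 adjusted over the list alone, adjusted p = 0.00157 from camera and adjusted p = 0.283 with an estimated correlation). Of 21 genes of the unfolded protein response, Pdia4 (-0.34, adjusted p = 0.00608) and Hspa5 fell and Ppp1r15a rose (2 and 2 adjusted over the list alone, adjusted p = 0.945 from camera), and Pdia4 alone passed whichever 1 library was left out. Txnip, an inhibitor of thioredoxin, was the only 1 of 24 heat shock and oxidative stress genes that fell (-0.98, adjusted p = 0.0118, 4 lower adjusted over the list alone, adjusted p = 0.106 from camera). It did not pass without control library 1 (0.0545) or 2 (0.0619) or ACS library 2 (0.0601), and the list passed without control library 3 (0.0359). Of 28 inflammatory target genes, Mmp3 and Il1b fell (3 adjusted over the list alone, adjusted p = 0.0448 from camera and adjusted p = 0.585 with an estimated correlation), and the list did not pass without control library 2 (0.101) or 3 (0.127) or ACS library 1 (0.0857) or 2 (0.073). Il1b (-0.37) was lost without 5 libraries (up to 0.132). The 25 interferon-induced genes had a median log2 fold change of -0.77, with 0 that passed edgeR's adjusted test (adjusted p = 6.43e-05 from camera and adjusted p = 0.586 with an estimated correlation). In apoptosis and p53 targets, Pmaip1 and Cdkn1a fell, 2 of 19 (3 adjusted over the list alone, adjusted p = 0.187 from camera), both lost without 6 or more libraries. In glycolysis and hypoxia, Pfkp rose (0.51, adjusted p = 0.00728) and Ldha fell, 2 of 25 (the same adjusted over the list alone, adjusted p = 0.342 from camera). None of 39 respiratory chain genes (adjusted p = 0.343 from camera) or 13 mitochondrially encoded genes (adjusted p = 0.145 from camera, 4.11e-05 without control library 3) passed.

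Few markers of other cell types passed the test under ACS. Of 11 astrocyte markers, Fgfr3 (0.45) and Gfap (0.25) rose (adjusted p = 0.0185 and 0.0281, each lost without 4 libraries), with 2 higher and 2 lower adjusted over the list alone (adjusted p = 0.452 from camera). C1qa, a complement gene of microglia, was the 1 of 17 microglial markers that rose (0.76, adjusted p = 0.0252, lost without 4 libraries, up to 0.0916, adjusted p = 0.39 from camera). None passed among 13 GABAergic (3 higher adjusted over the list alone, adjusted p = 0.0882 from camera, 0.0335 without control library 3), 11 oligodendrocyte (0.711), 7 endothelial (1 higher alone, 0.63), 9 meningeal (0.39), 9 ependymal (0.516) or 5 erythroid markers (1 lower alone, 0.0748 from camera, 0.0202 without ACS library 2 and 0.0267 without ACS library 3). Without passing, erythroid markers had a median log2 fold change of -0.46, ependymal markers one of -0.19 (mean -0.83) and meningeal markers one of -0.10 (mean -0.33), and photoreceptor genes are given below. The oligodendrocyte median was 0.012 and the camera direction downward, and the endothelial mean was -0.041 and the camera direction upward.

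Under DCS, the lists beyond photoreceptor, interferon and mitochondrially encoded genes that passed camera were ribosomal proteins (52 genes, median log2 fold change 0.056, adjusted p = 0.000318, adjusted p = 0.531 with an estimated correlation, 0.127 without DCS library 2), the respiratory chain (39 genes, median 0.039, adjusted p = 0.0233, adjusted p = 0.597 with an estimated correlation) and microglia (17 genes, median 0.16, adjusted p = 0.0256, adjusted p = 0.531 with an estimated correlation). No member of these passed edgeR's adjusted test. The respiratory chain did not pass without control library 2 (0.0723) or 3 (0.0595) or DCS library 1 (0.0711) or 2 (0.178), and microglia did not without control library 2 (0.0557) or 3 (0.172) or DCS library 1 (0.0701) or 3 (0.0729).

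Between ACS and DCS, the other lists that passed camera were higher for axon growth (30 genes, adjusted p = 0.000432, adjusted p = 0.203 with an estimated correlation), the cytoskeleton (36, 0.00612, 0.266), presynaptic (31, 0.00134, 0.402), postsynaptic (33, 0.00612, 0.402), channel (37, 0.000223, 0.266), splicing (37, 0.000223, 0.266) and excitatory neuron genes (10, 0.0343, 0.266), in the same order of values. They were lower for the respiratory chain (39, 0.000472, 0.322), heat shock (24, 0.0158, 0.266), inflammatory (28, 0.00612, 0.266), cholesterol (20, 0.0158, 0.266), apoptosis (19, 0.0331, 0.266) and erythroid genes (5, 0.000488, 0.266). Of splicing genes 8 rose and 1 fell (10 and 2 adjusted over the list alone), and of the rest at most 1 passed. Without DCS library 3 presynaptic (0.22), postsynaptic (0.288), inflammatory (0.0579) and apoptosis genes (0.169) did not pass, nor did excitatory genes without DCS library 2 (0.179) or ACS library 1 (0.0793), cholesterol genes without DCS library 1 (0.0504) or ACS library 3 (0.0843), or apoptosis genes without ACS library 1 (0.0543) or 3 (0.0843).

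Of 11 genes that the study measured by RT-qPCR, 6 were higher under ACS (8 adjusted over the list alone). Ager, a receptor of glycation products, had a log2 fold change of 1.18 (adjusted p = 0.0856). Gap43, a growth cone protein, went from 1000 ± 37.2 CPM to 1120 ± 44.4 CPM (SD, n = 3 each), a log2 fold change of 0.17 (standard error 0.06, adjusted p = 0.168), and had one of 0.08 under DCS (adjusted p = 0.776). The neurotrophins Bdnf (-0.23, adjusted p = 0.707) and Ntf3 (-0.04, adjusted p = 0.942) did not differ by the test.

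Fold changes of ACS and DCS against their shared controls correlated at 0.444 (Pearson), where simulated groups without any change against the same controls gave 0.498 (0.441 to 0.559 over 30 simulations). The covariance was 0.122 against 0.123 simulated (0.104 to 0.144). Spearman's correlation was 0.504 against 0.441 (0.427 to 0.46) and 70.4% of genes had the same sign against 66.6% (65.9% to 67.3%), both above every simulation. At the paper's thresholds 32 genes were higher in both, where independent lists would share 0.468 and the simulations 33.8 (24 to 49). Another 7 were lower in both, where independent lists would share 0.218 and the simulations 17.1 (9 to 24, so below every simulation). The simulated DCS groups gave 155 to 219 genes at these thresholds, where the real DCS comparison gave 93. The simulated overlaps thus come from longer DCS lists and are no fair value without a change for the 32 or the 7. The 7 include Cngb1, Ighm, Pdc, Pde6a and Rbp3. With 3 control libraries the controls cannot be divided into sets of at least 2. The controls that both comparisons share may therefore account for part of the rank correlation. Whether they account for part or all of the overlap at these thresholds cannot be told, since the simulated DCS lists were longer. Pearson's correlation ranged from 0.347 to 0.651 when 1 library was left out.

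Photoreceptor genes differed widely among libraries and had lower medians in both stimulated groups, -1.10 under ACS (0 of 15 higher and Rbp3 lower, 1 higher and 2 lower adjusted over the list alone, adjusted p = 0.122 from camera) and -1.19 under DCS. Without control library 1 or ACS library 2 the ACS list passed (0.00111 and 0.0402), and the 8 members that the study's figures do not name were at an adjusted p of 0.619. An effect of the current on these genes called for most of the 15 to be lower in every library of a stimulated group, and 3 were under ACS, where 2 were higher, and 5 under DCS. It is neither borne out nor excluded, since the 5 without overlap under ACS (33.3%) lie above the 25% set to exclude it and near the 27.1% of all tested genes. RNA of photoreceptor-like cells carried into some cultures also remains a candidate explanation, since the 8 members followed the named ones from library to library within groups, with a median correlation of 0.593 above that of all 10000 random lists (95th percentile 0.305), at control levels of 5.17 CPM for Gnat1 and 2.46 for Sag.

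More genes were higher than lower under ACS, 461 against 217 at an adjusted p under 0.05 (68%). The tables argue against gene length bias as the whole cause, with 427 higher and 291 lower after a length correction (59.5% higher, so a part may come from length), against the lower total counts of the ACS libraries, with 491 higher and 214 lower at equal depth (69.6%), and against a few genes taking most of the counts, with 455 higher and 212 lower without the 100 highest entries (68.2%). The share that was higher fell to 57.2% under DESeq2 and 51.3% with library weights, and at the paper's thresholds it was 67.8%, with 78.1% after quantile normalization and 83.2% on TPM. Without control library 1 or 2 or ACS library 1 or 2 it was 83.4%, 84.1%, 82.7% or 84.6%. The weight given to single libraries and an effect of the current both stay open as explanations, the latter a hypothesis made from these data.

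For each comparison, the 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Between ACS and control, the real split gave 678 genes at an adjusted p under 0.05 (highest of the others 5), 239 at the paper's thresholds (117) and 11 lists (10), and 1 split of 10 was as large in each case. Between DCS and control it gave 2 genes (4), 93 at the paper's thresholds (162) and 6 lists (9), with 4, 7 and 4 splits as large. Between ACS and DCS it gave 103 genes (7), 168 at the paper's thresholds (157) and 15 lists (11), with 1 split as large in each. The simulated groups without any change gave 160 to 231 genes at the paper's thresholds in place of the 239 between ACS and control. They gave 0 to 2 genes at an adjusted p under 0.05 in place of the 678. In place of the 93 for DCS they gave 155 to 219, so the simulations overstate that count.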
